# Kpna6 deficiency causes infertility in male mice by disrupting spermatogenesis

**DOI:** 10.1242/dev.198374

**Published:** 2021-10-04

**Authors:** Na Liu, Fatimunnisa Qadri, Hauke Busch, Stefanie Huegel, Gabin Sihn, Ilya Chuykin, Enno Hartmann, Michael Bader, Franziska Rother

**Keywords:** Importin, Karyopherin, Spermatogenesis, Male fertility, Testis, Mouse

## Abstract

Spermatogenesis is driven by an ordered series of events, which rely on trafficking of specific proteins between nucleus and cytoplasm. The karyopherin α family of proteins mediates movement of specific cargo proteins when bound to karyopherin β. Karyopherin α genes have distinct expression patterns in mouse testis, implying they may have unique roles during mammalian spermatogenesis. Here, we use a loss-of-function approach to determine specifically the role of Kpna6 in spermatogenesis and male fertility. We show that ablation of Kpna6 in male mice leads to infertility and has multiple cumulative effects on both germ cells and Sertoli cells. Kpna6-deficient mice exhibit impaired Sertoli cell function, including loss of Sertoli cells and a compromised nuclear localization of the androgen receptor. Furthermore, our data demonstrate devastating defects on spermiogenesis, including incomplete sperm maturation and a massive reduction in sperm number, accompanied by disturbed histone-protamine exchange, differential localization of the transcriptional regulator BRWD1 and altered expression of RFX2 target genes. Our work uncovers an essential role of Kpna6 in spermatogenesis and, hence, in male fertility.

## Abstract (precis)

**Summary:** Two different mouse models delineate the morphological and functional impact of Kpna6 on spermatogenesis and Sertoli cell function and show that this protein is crucial for fertility in male mice.

## INTRODUCTION

The best-characterized mechanism of nuclear import involves karyopherin α and karyopherin β (also known as importin α and importin β). Karyopherin α proteins are composed of three main structural domains: an N-terminal region, which is the karyopherin (importin) β binding (IBB) domain; a central domain containing Armadillo motifs; and a weakly conserved C-terminal region. The central domain of karyopherin α binds nuclear localization signals that are present in the target cargo proteins. Upon cargo binding, karyopherin α binds to karyopherin β via its IBB domain forming a trimeric transport complex, which is translocated into the nucleus via karyopherin β interactions with nucleoporins lining the nuclear pore complex (Macara, 2001; Miyamoto et al., 2012). To date, three karyopherin α subtypes have been identified in *Caenorhabditis elegans* and *Drosophila melanogaster*, whereas up to seven karyopherin α isoforms have been found in mammals (Köhler et al., 1997; Tejomurtula et al., 2009; Tsuji et al., 1997).

Male reproductive function relies on normal spermatogenesis within the testis seminiferous epithelium. During spermatogenesis, spermatogonia undergo mitosis and differentiate into primary spermatocytes, which process through preleptotene, leptotene, zygotene, pachytene and diplotene stages of meiosis I to generate secondary spermatocytes. Subsequently, secondary spermatocytes enter the second meiotic division resulting in round spermatids. The haploid round spermatids undergo dramatic morphological changes, and finally differentiate into mature spermatozoa (Russell, 1990).

Sertoli cells are supporting somatic cells essential for the development of male germ cells. It has been shown that the number and function of Sertoli cells determine testicular size, germ cell number and spermatozoa output (Orth et al., 1988). Sertoli cell functions include provision of structural support and nutrition to developing germ cells, coordination of differentiation among several cohorts of germ cells, secretion of seminiferous fluid, phagocytosis of degenerating germ cells and release of spermatids at spermiation (Bellve and Zheng, 1989; Chihara et al., 2013; Clermont, 1993; Russell and Griswold, 1993).

A key feature of Sertoli cell structural support for developing germ cells is the blood-testis barrier (BTB), which consists of tight junctions (TJs) located between adjacent Sertoli cells (Johnson et al., 2008). At the beginning of meiosis, preleptotene spermatocytes ‘pass through’ the BTB. Once the BTB has reformed behind them, the germ cells no longer have access to serum factors and become totally dependent upon Sertoli cells to supply nutrients and growth factors (Walker, 2010). This structural arrangement creates an immunological barrier by isolating advanced germ cells from the immune system so that their antigens do not stimulate autoimmunity (Johnson et al., 2008; Orth et al., 1988).

The successful completion of spermatogenesis is dependent on successive division and differentiation steps, which require multiple changes in gene expression, coordinated by transcription and other factors expressed within the testis (Eddy and O'Brien, 1998; Hermo et al., 2010). Access of these factors to the nucleus is tightly regulated for these proteins, and it has been postulated that germ cell differentiation is controlled by nucleocytoplasmic transport events (Major et al., 2011). In fact, the mRNAs of different karyopherin α isoforms and of karyopherin β are all expressed in germ cells and Sertoli cells (Major et al., 2011; Shima et al., 2004), raising the possibility that the karyopherin α/β-mediated nuclear import pathway is involved in the regulation of spermatogenesis and Sertoli cell function. With respect to protein expression in murine testis, it is currently known that Kpna4 (also known as importin α3) localizes to nuclei of Sertoli cells, pachytene spermatocytes and round spermatids step 7-8, whereas Kpna3 (also known as importin α4) is expressed in the cytoplasm of Sertoli cells, mitotic and meiotic spermatocytes as well as round spermatids (Hogarth et al., 2007). Furthermore, our own unpublished data revealed a very distinct expression of Kpna2 (also known as importin α1) in meiotic germ cells of mouse testis. The protein expression of Kpna6 in the murine testis has not been evaluated so far and a specific role of a single karyopherin α isoform in spermatogenesis and male reproduction has not been determined.

We have previously shown that in Kpna6-deficient mothers, embryonic development stops at the two-cell stage owing to severely disturbed zygotic genome activation; therefore, Kpna6 is essential for early embryonic development in mice (Rother et al., 2011). Here, we show that ablation of *Kpna6* results in a critical defect in spermatogenesis in mice. We demonstrate that Kpna6 protein is expressed in the nuclei of round spermatids, elongating spermatids and Sertoli cells. Consistent with this pattern, Kpna6 deficiency results in multiple defects in both germ cells and Sertoli cells culminating in oligozoospermia. Our results demonstrate an essential role for Kpna6 in male fertility by regulating spermatogenesis and Sertoli cell function.

## RESULTS

### Kpna6 is essential for male fertility

We generated two mouse lines with targeted disruption of Kpna6. In *Kpna6*^ΔIBB/ΔIBB^ mice, as a result of unexpected alternative splicing, a shortened mRNA is generated, containing a cryptic translational start site that leads to synthesis of a truncated protein lacking the karyopherin β binding domain (Fig. 1A, Fig. S1A). In *Kpna6*^−/−^, a gene trap cassette in intron 1 of *Kpna6* results in a complete loss of the protein (Fig. 1A). Female mice of both lines are infertile (Rother et al., 2011).

**Fig. 1.**
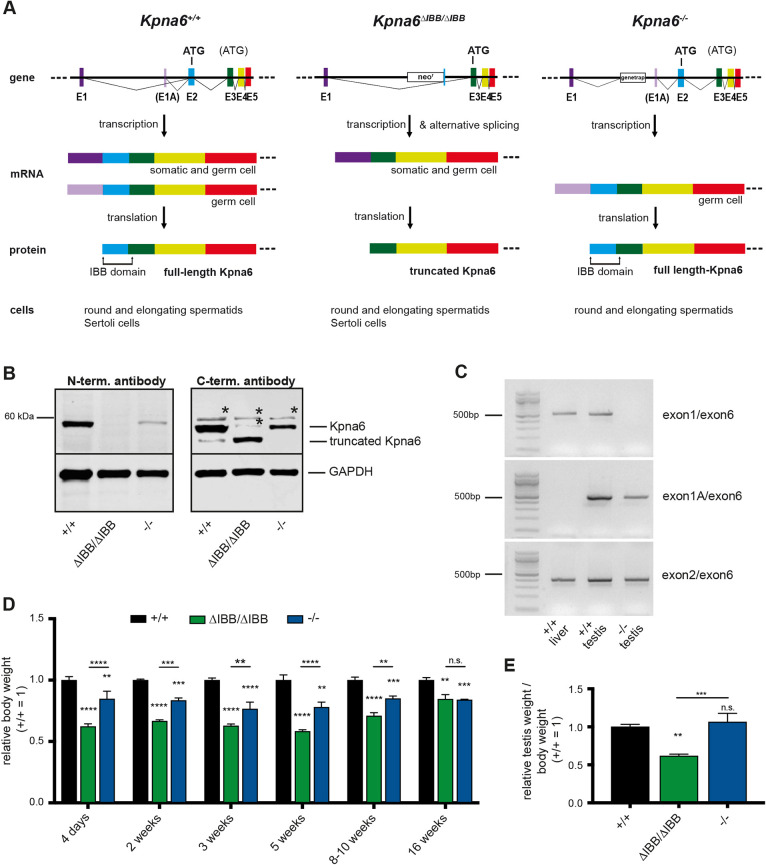
**Disruption of Kpna6 causes growth retardation and reduced testis size.** (A) Gene targeting strategy for *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ mice. In *Kpna6*^ΔIBB/ΔIBB^, exon 2 is replaced by a neomycin resistance (neo^r^) cassette with a polyadenylation site (pA). Because transcription does not always stop at pA, a splicing variant is generated, carrying an in-frame translational start site in exon 3, resulting in the formation of a truncated protein. In *Kpna6*^−/−^ mice, a gene trap is located in intron 1, leading to complete loss of the protein in most of the tissues. However, a testis-specific exon 1A (E1A) allows the generation of a germ cell-specific mRNA resulting in a full-length protein. (B) Western blot analysis of Kpna6 expression in testes. The 58 kDa protein is absent in *Kpna6*^ΔIBB/ΔIBB^ testes, but it can be detected in *Kpna6*^−/−^ and WT (+/+) testes (left). A Kpna6^ΔIBB^ protein that is about 10 kDa smaller than the full-length protein is found in the testis of *Kpna6*^ΔIBB/ΔIBB^ mice (right). Asterisks mark nonspecific cross-reactions of the antibody. (C) RT-PCR of WT liver, WT testis and *Kpna6*^−/−^ testis using primer pairs spanning different exons of *Kpna6*. In WT liver and testis, a transcript spanning exon 1 and exon 6 can be detected, but it is absent in *Kpna6*^−/−^ testis. WT testis, but not WT liver, expresses a specific transcript using exon 1A and this transcript can also be detected in *Kpna6*^−/−^ testis. All tested tissues express transcripts spanning exons 2-6. (D) Relative body weight at various ages (*n*=6 per group). (E) Relative testis weight at 8-10 weeks of age (*n*=6 per group).

Interestingly, male *Kpna6*^−/−^ mice are fertile, whereas *Kpna6*^ΔIBB/ΔIBB^ males were found to be sterile, although they were sexually active and produced vaginal plugs in female partners. We observed that, although Kpna6 protein is missing in all other organs of *Kpna6*^−/−^ males (Rother et al., 2011), full-length Kpna6 protein is still expressed in the testis, whereas it is completely absent from *Kpna6*^ΔIBB/ΔIBB^ testes (Fig. 1B). The reason for the exclusive expression in the testis of *Kpna6*^−/−^ males is that an alternative promoter and exon 1 (exon 1A) are used, which are located downstream of the gene trap cassette (Fig. 1A-C, Fig. S1A; confirmed by sequencing; identical to BY353738.1). This leads to synthesis of a full-length and fully functional Kpna6 protein (as the regular translational start site is located in exon 2). By contrast, only a truncated non-functional Kpna6 was found in the *Kpna6*^ΔIBB/ΔIBB^ testes (Fig. 1B), which resulted in male infertility, suggesting that Kpna6 is essential for male fertility. Sequencing of the *Kpna6* mRNA variants in testis revealed that in *Kpna6*^−/−^ testis only the shorter transcript was present at expression levels comparable to WT. In contrast, in *Kpna6*^ΔIBB/ΔIBB^ testes, the mRNA levels were strongly reduced as transcription from exon 1A does not occur (Fig. S1A). Analysis of fluorescence-activated cell sorting (FACS)-sorted round spermatids revealed that both transcript variants were present in WT (Fig. S1B).

### Disruption of *Kpna6* causes growth retardation, reduced testis size and severe oligozoospermia

The *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ mice were born at a lower frequency (*Kpna6*^ΔIBB/ΔIBB^: 18.8%, *n*=739; *P*<0.0001; *Kpna6*^−/−^: 16%, *n*=214, *P*=0.0015) than predicted by Mendelian laws. With regards to growth and development, the heterozygous males are indistinguishable from wild-type (WT) males (Fig. S2A). However, *Kpna6*^ΔIBB/ΔIBB^ pups displayed severe growth retardation in the postnatal phase, and this growth defect persisted until adult life (Fig. 1D). Male *Kpna6*^−/−^ mice also displayed a significant growth retardation, although the effect in young mice was not so strong. At the age of 16 weeks, males of both mutant lines displayed the same reduction in body weight compared with WT males (Fig. 1D). Testes of adult *Kpna6*^ΔIBB/ΔIBB^ mice exhibited a pronounced reduction both in size and weight (Fig. S2B,C) and the testicular weight to body weight ratio was reduced by 40% at the age of 8-10 weeks compared with WT and *Kpna6*^−/−^ mice, which displayed a normal relative testis weight and size (Fig. 1E). Serum testosterone levels were unchanged (Fig. S2D).

Histological analyses revealed that spermatogenesis was drastically altered in *Kpna6*^ΔIBB/ΔIBB^, whereas no major changes were detected in *Kpna6*^−/−^ compared with WT testes (Fig. 2A). Seminiferous tubules in the *Kpna6*^ΔIBB/ΔIBB^ testes were smaller in diameter than those in both other groups (Fig. 2A,C). The germ cell number was reduced, and the tubular epithelium was disorganized. Moreover, mature spermatozoa were rarely found in the lumen of *Kpna6*^ΔIBB/ΔIBB^ seminiferous tubules, but multinucleated spermatid giant cells were frequently observed (Fig. 2A). There were very few spermatozoa in the caput of *Kpna6*^ΔIBB/ΔIBB^ epididymides, and spermatozoa were hardly detectable in the caudal epididymides by Hematoxylin and Eosin (H&E) staining (Fig. 2B). Additionally, sloughed germ cells and germ cell debris were commonly observed in the epididymal lumen of *Kpna6*^ΔIBB/ΔIBB^ males (Fig. 2B). The total cauda epididymal sperm number in *Kpna6*^ΔIBB/ΔIBB^ was only 1.4% of that of WT males (Fig. 2D); moreover, almost all of the residual sperms found in the *Kpna6*^ΔIBB/ΔIBB^ epididymides displayed abnormal heads in contrast to *Kpna6*^−/−^ and WT sperms (Fig. 2E). Surprisingly, *Kpna6*^−/−^ sperm count was also significantly reduced, suggesting partially reduced fertility in these mice (Fig. 2D). In both lines, the epididymal sperm count of heterozygous mice was normal (Fig. S2E).

**Fig. 2.**
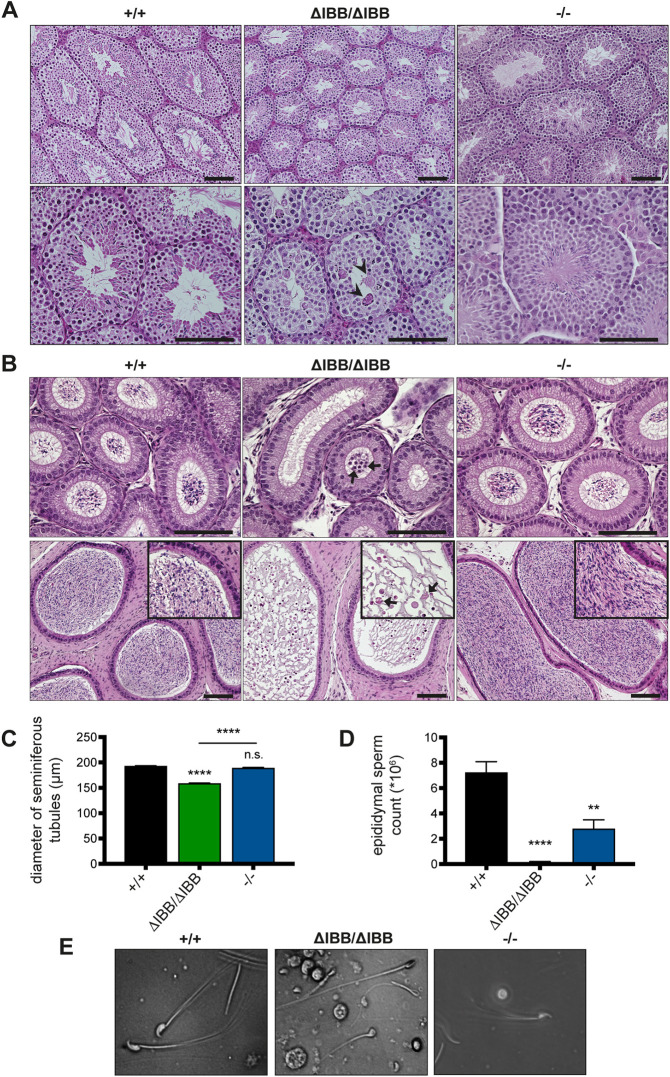
**Disruption of Kpna6 causes oligozoospermia.** (A,B) H&E staining of testis (A) and epididymis (B; top row: caput; bottom row: cauda) sections. Arrowheads in A indicate multinucleated spermatid giant cells; arrows in B indicate immature germ cells (top row) or sloughed immature germ cells (bottom row). Insets show details at higher magnifications. (C) Diameters of seminiferous tubules. (D) Epididymal sperm count (*Kpna6*^+/+^: *n*=6; *Kpna6*^ΔIBB/ΔIBB^: *n*=4; *Kpna6*^−/−^: *n*=8). (E) Representative images of epididymal sperms from WT, *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ mice. Age of mice: 12-16 weeks. Scale bars: 100 µm.

### Kpna6 expression pattern in mouse testis

To assess the cell type-specific expression of Kpna6 in the testis, we performed immunohistochemistry in WT mice using an antibody that detects the C terminus of Kpna6 (Fig. 3). No Kpna6 could be detected in spermatogonia and meiotic spermatocytes. Early round spermatids showed very low levels of expression, which increased throughout their development (steps 1-8), reaching its highest expression in step 9 elongating spermatids (stage IX), where Kpna6 displayed a high nuclear and low cytoplasmic expression. With the onset of nuclear elongation, localization of Kpna6 shifted to the cytoplasm, and was no longer detectable after the residual bodies were removed in step 16 sperms (stage VII-VIII). Kpna6 was highly expressed in the nuclei of Sertoli cells in all stages of the seminiferous epithelium (Fig. 3). The massive increase of Kpna6 expression in step 9 elongating spermatids and the high expression level in the nuclei of Sertoli cells suggest an important role of Kpna6 in these cells.

**Fig. 3.**
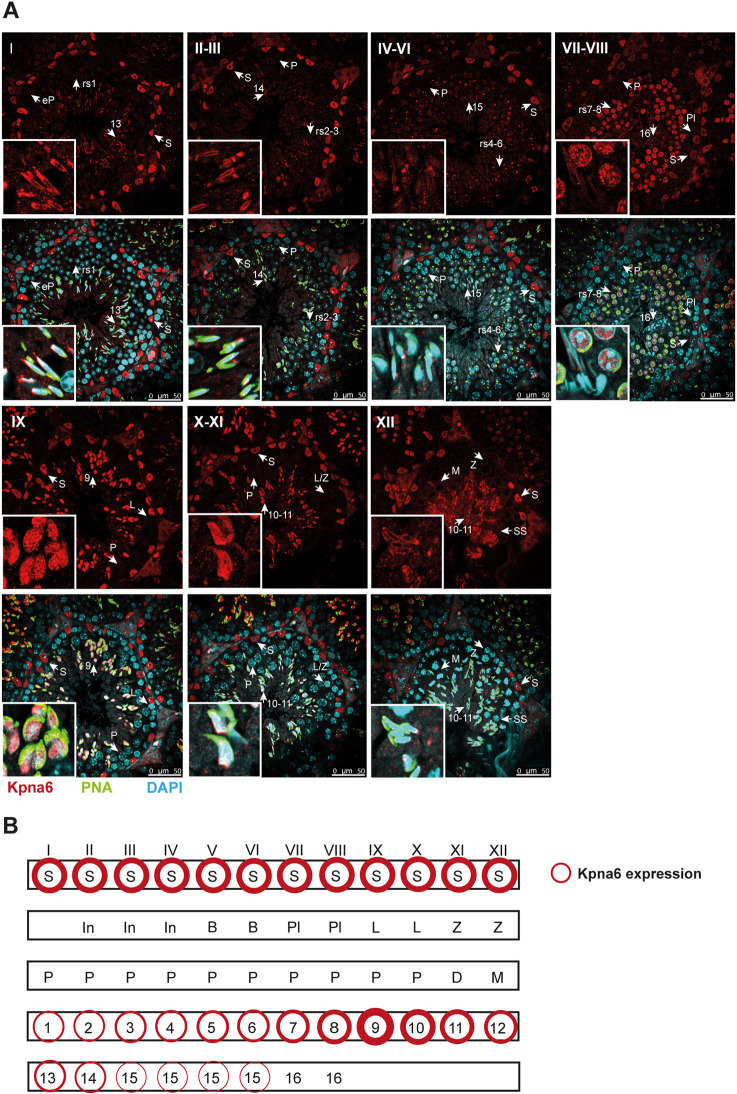
**Kpna6 is expressed in postmeiotic spermatids and Sertoli cells.** (A) Immunohistochemistry of testis sections of adult mice (12-16 weeks) using an antibody against the C terminus of Kpna6 (red), counterstained with DAPI (blue) and PNA, labeling the acrosome (green). Roman numbers mark tubular stages. Insets show details of germ cells at higher magnification. Scale bars: 50 µm. (B) Schematic of Kpna6-expressing cell types in mouse testis. B, type B spermatogonium; D, diakinesis spermatocyte; eP, early pachytene spermatocyte; In, intermediate spermatogonium; L, leptotene spermatocyte; L/Z, leptotene/zygotene spermatocyte; M, meiosis; P, pachytene spermatocyte; Pl, preleptotene spermatocyte; rs, round spermatid; S, Sertoli cell; SS, secondary spermatocyte; Z, zygotene spermatocyte. Arabic numbers mark developmental steps of spermatids. Thickness of the red circles indicates varying expression levels.

As the antibody against the C terminus of Kpna6 detects the full-length and the truncated form of the protein, it showed staining comparable to WT in *Kpna6*^ΔIBB/ΔIBB^ testes. Interestingly, testis sections of *Kpna6*^−/−^ mice revealed that the protein expression is rescued in germ cells, but not in Sertoli cells in this mouse line (Fig. 4A). Spatial and temporal expression of Kpna6 in *Kpna6*^−/−^ germ cells was similar to that in WT (Fig. 4A).

**Fig. 4.**
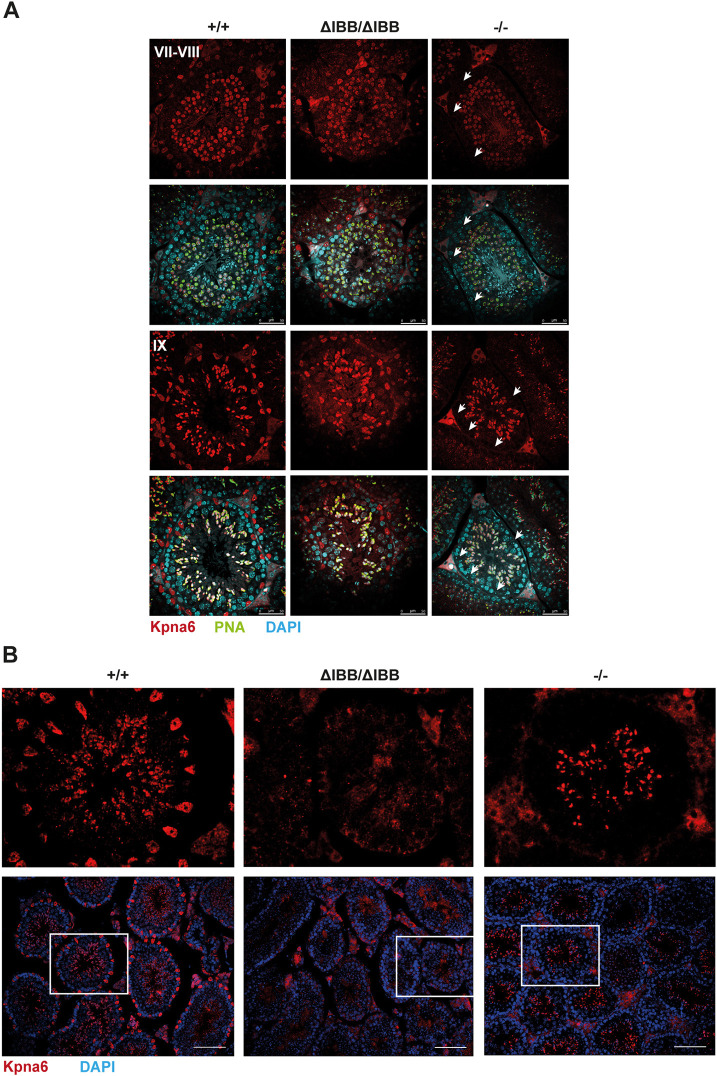
**Kpna6 is expressed in developing germ cells, but not in Sertoli cells, of *Kpna6*^−/−^ mice.** (A) Immunohistochemistry of testes using an antibody against the C terminus of Kpna6 (red); DAPI (blue); PNA (green). Note the absence of Kpna6 in nuclei of Sertoli cells in *Kpna6*^−/−^ (arrows). Scale bars: 50 µm. (B) Immunohistochemistry of testis sections using an antibody against the N terminus of Kpna6 (red); DAPI (blue). No specific staining is observed in *Kpna6*^ΔIBB/ΔIBB^ testis, as the antibody does not recognize the truncated protein. Kpna6 is expressed in round and elongating spermatids, but not in Sertoli cells of *Kpna6*^−/−^ mice, whereas WT mice show a robust immunostaining in Sertoli cells (top row shows higher magnification of the boxed areas in the bottom row). Age of mice: 12-16 weeks. Scale bars: 100 µm.

To verify these results, we generated an antibody against the N terminus of Kpna6 that could discriminate between the full-length and the truncated ΔIBB-protein, in which the N terminus is missing (Fig. 1A,B). Staining of testis sections of WT mice showed a robust signal in round and elongating spermatids as well as Sertoli cells. In contrast, no signals could be detected in *Kpna6*^ΔIBB/ΔIBB^ testis sections, confirming the truncation of Kpna6 in these mice. In *Kpna6*^−/−^ testes, the rescued expression in developing spermatids could be verified at the mRNA and protein levels, but no expression was found in Sertoli cells (Fig. 4B, Fig. S2B). The missing expression of Kpna6 in Sertoli cells could thus account for the reduced sperm cell number observed in *Kpna6*^−/−^ mice; however, only *Kpna6*^ΔIBB/ΔIBB^ mice are infertile, suggesting that expression of the protein in germ cells is indispensable for normal sperm development and fertility.

Thus, *Kpna6*^−/−^ mice express a mild Sertoli cell-related phenotype, whereas *Kpna6*^ΔIBB/ΔIBB^ mice express a mixed phenotype consisting of Sertoli cell- and germ cell-related defects. Although the infertile *Kpna6*^ΔIBB/ΔIBB^ mice express only truncated Kpna6 protein in Sertoli cells and in developing sperms, heterozygous *Kpna6*^ΔIBB/+^ mice express full-length plus truncated protein; however, sperm count in these mice turned out to be completely normal (Fig. S2E), excluding a dominant-negative effect of the truncated protein on sperm count. Moreover, a dominant-negative effect on growth defects could also be excluded (Fig. S2F). To discriminate between Sertoli cell- and germ cell-related phenotypes, we compared mice of both lines (*Kpna6*^ΔIBB/ΔIBB^ mice versus *Kpna6*^−/−^ mice). We rescued the germ cell phenotype without rescuing the Sertoli cell phenotype in *Kpna6*^ΔIBB/ΔIBB^ mice by crossing *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ mice. The resulting compound heterozygous *Kpna6*^ΔIBB/−^ mice expressed only the truncated Kpna6 in Sertoli cells and truncated plus full-length Kpna6 in developing sperms (Fig. S2G,H). Epididymal sperm count revealed a significant increase of sperm number in *Kpna6*^ΔIBB/−^ mice compared with *Kpna6*^ΔIBB/ΔIBB^ mice (Fig. S2E), suggesting that full-length Kpna6 in developing sperms can indeed partially rescue the oligozoospermia. Moreover, the sperm count in *Kpna6*^ΔIBB/−^ was markedly lower than in WT and comparable to *Kpna6*^−/−^ mice, confirming that the absence of full-length Kpna6 in Sertoli cells is the reason for the partial reduction in sperm count. Thus, we can conclude that Kpna6 expression in spermatocytes and round spermatids is essential for normal sperm development and fertility.

### Kpna6 deficiency leads to defects in Sertoli cells

The intense expression of Kpna6 in the nuclei of WT Sertoli cells indicates that the protein may be essential for the function of these cells. We observed a reduced number of Sertoli cells in testes of adult *Kpna6*^ΔIBB/ΔIBB^ mice and *Kpna6*^−/−^ mice, suggesting that Kpna6 perturbation caused a loss of Sertoli cells (Fig. 5A). Moreover, in both mutant lines Sertoli cells were frequently observed becoming detached in the middle of seminiferous tubules (Fig. 5B). Interestingly, in young prepubertal mice, no differences in Sertoli cell numbers were detected (Fig. 5A), indicating that the proliferation phase of Sertoli cells was not affected.

**Fig. 5.**
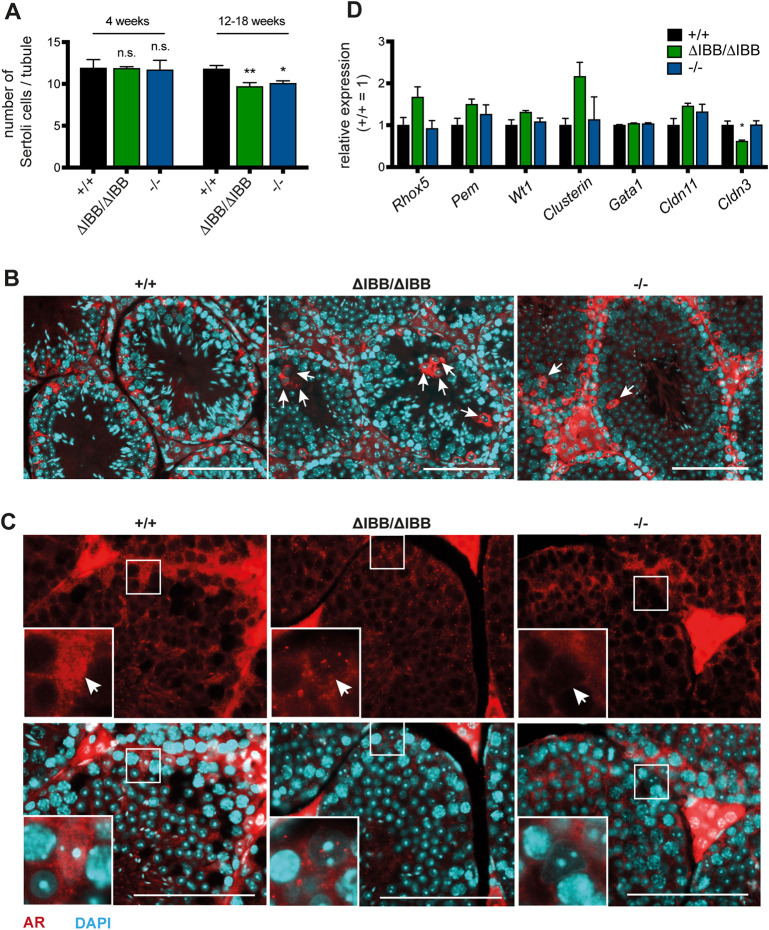
**Kpna6 deficiency decreases number of Sertoli cells and prevents nuclear import of AR.** (A) Number of Sertoli cells per tubule. (B) Aberrant localization of Sertoli cell nuclei in seminiferous tubules of *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ testes (arrows). (C) Immunofluorescence of AR (red) in testis sections; DAPI (blue). Note the nuclear localization of AR in WT and the empty nuclei in *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ Sertoli cells (arrows). Insets show higher magnification of the boxed areas. Scale bars: 100 µm. (D) Relative expression levels of selected genes in adult testes determined by quantitative real-time PCR (12-20 weeks; *n*=6 per group).

The androgen receptor (AR), which is highly expressed in Sertoli cells, plays an important role in spermatogenesis. We observed a pronounced reduction of AR in Sertoli cell nuclei of both mutant lines (Fig. 5C). To test whether expression of AR-related or Sertoli cell-specific transcripts is affected in Kpna6-deficient mice, we analyzed expression levels of AR-regulated genes, such as *Rhox5*, *Pem*, *Wt1*, clusterin, *Gata1*, *Cldn3* and *Cldn11* by quantitative real-time PCR. No significant differences in mRNA levels were detected for most of these genes. Only *Cldn3* expression was markedly downregulated in *Kpna6*^ΔIBB/ΔIBB^, but not in *Kpna6*^−/−^, testes (Fig. 5D). To confirm these results, immunostaining of testis sections for CLDN3 was performed, revealing specific localization in basal TJs of late-stage VIII tubules in both mutant mouse lines (Fig. S3A). TJs are a major component of the BTB located between adjacent Sertoli cells. To analyze further the possible defects in TJ formation of Sertoli cells, we performed immunostaining for ZO-1 (Tjp1), a specific TJ protein, in testis sections. No differences were found in its expression and localization in basal TJs and apical ectoplasmic specializations of stage IV-VI tubules (Fig. S3B). We evaluated the functional integrity of the BTB by incubating testicular protein extracts from WT mice with sera taken from WT, *Kpna6*^ΔIBB/ΔIBB^ or *Kpna6*^−/−^ mice at 8, 16 and 20 weeks of age. Western blot analysis revealed, in some cases, differences in the protein band pattern with additional bands appearing in *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ mice sera. Thus, the immunological barrier is leaky and therefore antibodies against testicular antigens are occasionally present in both mutant lines (Fig. S3C). However, a subsequent analysis of the presence of immunoglobulins within testicular tissue in mice of different ages revealed no differences (Fig. S3D). Moreover, by injection of biotin into the testis we could not find a compromised BTB in *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ mice (Fig. S3E). These data suggest that the BTB is slightly, but not severely, impaired.

Further analysis of Sertoli cell cytoskeletal proteins revealed an abnormal localization of the intermediate filament vimentin in Sertoli cells of *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ mice. Vimentin-based filaments no longer stretched across the Sertoli cell cytosol, but instead retracted and were wrapped around the cell nuclei (Fig. 6A). In contrast, beta-III tubulin organization was not perturbed in Sertoli cells of *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ mice (Fig. S4), suggesting that there is no general effect on Sertoli cell morphology but rather a specific change in vimentin distribution.

**Fig. 6.**
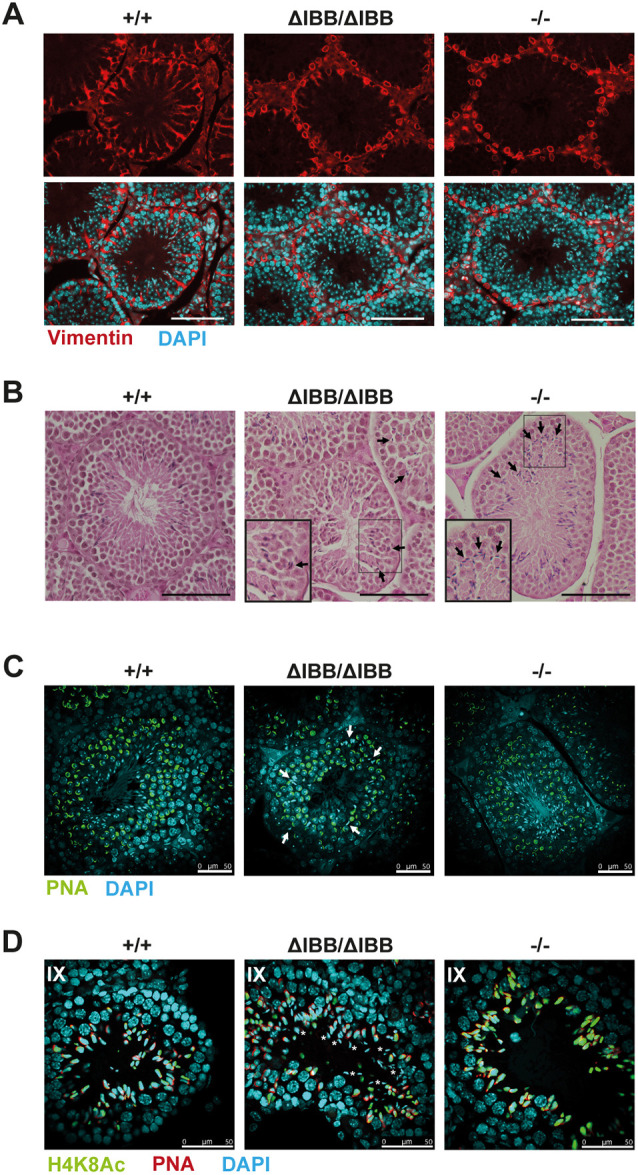
**Morphological and functional abnormalities in Kpna6-deficient Sertoli cells.** (A) Vimentin (red) and DAPI (blue) staining in testis paraffin sections. Scale bars: 100 µm. (B) H&E staining of testis sections showing aberrant sperm orientation in seminiferous tubules of *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ testes. Arrows mark misoriented sperms. Insets show higher magnification of the boxed areas. Scale bars: 100 µm. (C) DAPI (blue) and PNA (green) staining in testis sections showing defective sperm transport in *Kpna6*^ΔIBB/ΔIBB^ testes. Arrows mark mislocalized sperms. (D) Sperm retention in stage IX seminiferous tubules. Sperm cells were labeled with an antibody against acetyl-histone H4 (H4K8Ac, green), PNA (red) and DAPI (blue). Asterisks indicate sperm retention. Age: 12-16 weeks. Scale bars: 50 µm.

The compromised Sertoli cells led to defects in sperm orientation in both *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ mice. (Fig. 6B). Interestingly, sperm transport through the seminiferous epithelium, which is also dependent on Sertoli cells, was severely disturbed in *Kpna6*^ΔIBB/ΔIBB^ mice, but was found to be unaffected in *Kpna6*^−/−^ mice (Fig. 6C). In WT testis, only one generation of spermatids was found during the transition from round into elongating spermatids. However, two generations of spermatids were often observed in stages IX-XII in *Kpna6*^ΔIBB/ΔIBB^ mice (Fig. 6D). The additional spermatids were more mature with condensed nuclei, implicating that they were not released properly. Although correct spermiation is dependent on Sertoli cells, we could not detect residual sperms in stage IX-XII tubules of *Kpna6*^−/−^ testes, showing that spermatid persistence is not caused by Sertoli cell defects only. Thus, we conclude that absence of Kpna6 leads to disturbed sperm organization in both mutant mouse lines, with more severe appearance in *Kpna6*^−/−^ testes.

### Kpna6 deficiency-related loss of spermatocytes starts with leptotene/zygotene transition

To elucidate the start of germ cell loss in Kpna6-deficient testes, we evaluated the developmental steps of spermatogenesis quantitatively. No differences were detected in germ cells labeled with the pluripotency marker Sall4, excluding a severe loss of spermatogonia (Fig. 7A). We observed that the number of bromodeoxyuridine (BrdU)-labeled preleptotene spermatocytes per tubule in *Kpna6*^ΔIBB/ΔIBB^ were slightly decreased compared with *Kpna6*^−/−^ and WT mice (Fig. 7A). We next tested for γH2AX, a phosphorylated form of histone 2AX, which exhibits an intense diffuse staining pattern in spermatocytes at the leptotene/zygotene transition in stages X-XI, and exclusively localizes to the sex chromosomes within pachytene spermatocytes (Blanco-Rodríguez, 2009; Celeste et al., 2002; Peters et al., 1997). In *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ testes, the numbers of leptotene/zygotene spermatocytes in stages X-XI decreased markedly compared with WT controls, but we did not observe differences in the stage-specific appearance of γH2AX-positive chromatin (Fig. 7A, B). Interestingly, we detected a further decrease in the number of stage I-VIII pachytene spermatocytes in *Kpna6*^ΔIBB/ΔIBB^ but not *Kpna6*^−/−^ testes, showing that *Kpna6*^ΔIBB/ΔIBB^ were more affected than *Kpna6*^−/−^ testes (Fig. 7A). The ratios of pachytene to leptotene spermatocytes were similar in WT and *Kpna6*^−/−^, whereas this ratio was markedly reduced in *Kpna6*^ΔIBB/ΔIBB^ testes (WT: 0.94; *Kpna6*^ΔIBB/ΔIBB^: 0.77; *Kpna6*^−/−^: 1.00), suggesting that development of pachytene spermatocytes is dependent on Kpna6. The reduced numbers of step 1-8 round spermatids in *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ testes were comparable with numbers of pachytene spermatocytes, but the ratios of round spermatids to pachytene spermatocytes were similar between all three groups (Fig. 7A). These observations suggest that deficiency of Kpna6 leads to a reduction in leptotene/zygotene spermatocytes, and to a further decrease in pachytene spermatocytes, but surviving spermatocytes can differentiate into round spermatids. The loss of pachytene spermatocytes was accompanied by a higher number of terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL)-positive cells in *Kpna6*^ΔIBB/ΔIBB^ testes (Fig. 7A).

**Fig. 7.**
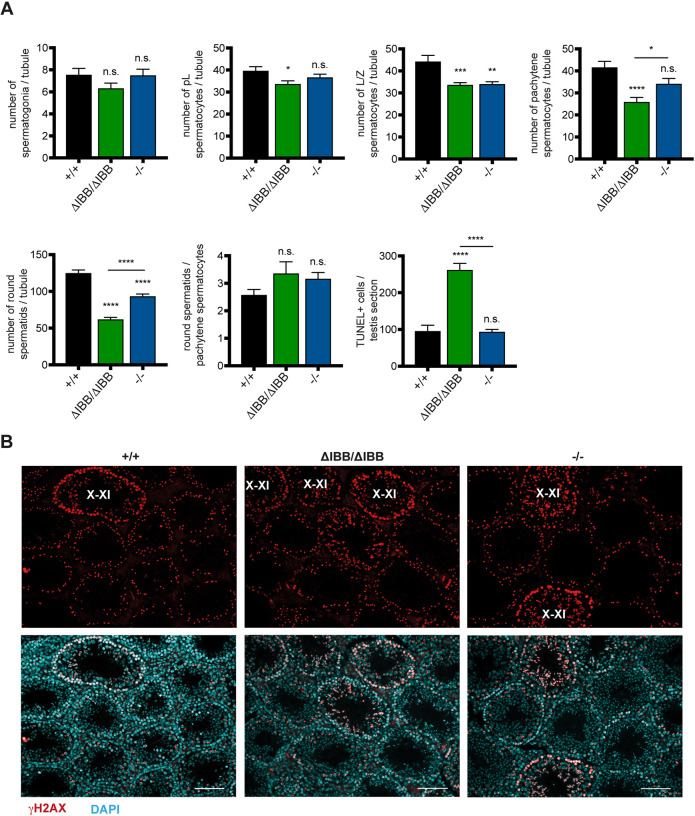
**Kpna6 deficiency results in loss of spermatocytes.** (A) Number of germ cells at different developmental steps per seminiferous tubule in testes of mice aged 12-16 weeks and number of TUNEL-positive cells per testis section (*Kpna6*^+/+^: *n*=6; *Kpna6*^ΔIBB/ΔIBB^: *n*=7; *Kpna6*^−/−^: *n*=8; 12-20 weeks). (B) γH2AX (red) and DAPI (blue) staining in adult testes. X-XI: stage X-XI tubules. Scale bars: 100 µm.

### Onset of spermatogenesis is delayed in *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ mice

H&E staining of testes from 6-week-old mice revealed a retardation in testis development in *Kpna6*^ΔIBB/ΔIBB^ mice: whereas WT and *Kpna6*^−/−^ mice showed a regular histology with seminiferous tubules at various stages, in *Kpna6*^ΔIBB/ΔIBB^ mice all tubules displayed uniformly the same developmental stage and no round spermatids or later stages could be detected, indicating that the first meiotic wave had not been completed (Fig. 8A). Analysis of meiotic spermatocytes by γH2AX-labeling showed a typical pattern with a short wave of positive nuclei in stage VIII tubules (preleptotene spermotocytes) and a second wave starting in leptotene, which peaked in leptotene/zygotene and decreased into small foci in zygotene before γH2AX labeled the sex chromosomes in early pachytene spermatocytes (Blanco-Rodríguez, 2009; Hamer et al., 2003). Analysis of day 21 testes by γH2AX labeling revealed a high number of leptotene/zygotene spermatocytes in *Kpna6*^ΔIBB/ΔIBB^ mice, whereas in WT testes most of the spermatocytes had already reached pachytene stage and round spermatids started to be present (Fig. 8B,C). Interestingly, *Kpna6*^−/−^ testes also displayed a higher amount of strongly γH2AX-positive leptotene/zygotene spermatocytes and only few round spermatids were visible (Fig. 8B,C). Together, these data show that, compared with WT mice, the onset of the first wave of spermatogenesis is markedly delayed in both *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ mice, which is consistent with a dysfunction of Sertoli cells in both mouse lines.

**Fig. 8.**
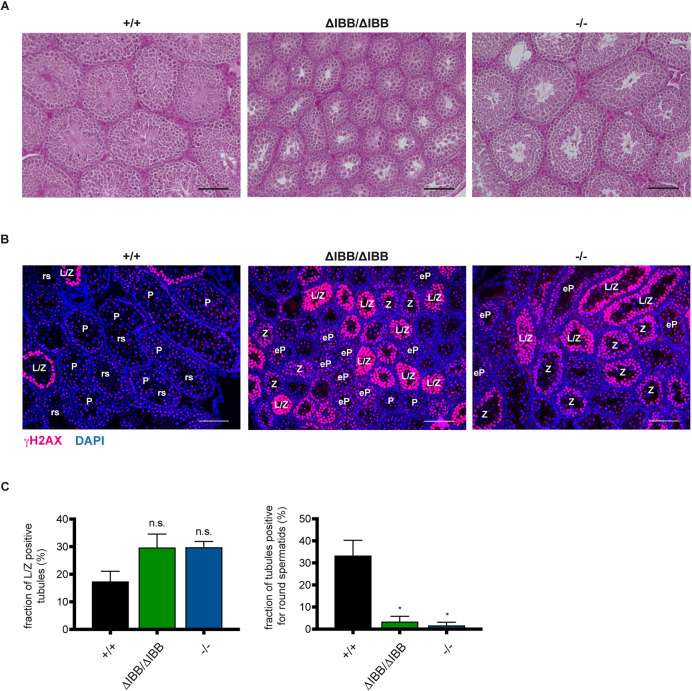
**Kpna6 deficiency causes a delay in the first spermatogenesis wave.** (A) H&E staining of testis sections of WT, *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ mice at 6 weeks of age showing severely delayed onset of spermatogenesis. Scale bars: 100 µm. (B) γH2AX (red) and DAPI (blue) staining on testis sections of mice aged 21 days. eP, early pachytene spermatocytes; L/Z, leptotene/zygotene spermatocytes; P, pachytene spermatocytes; rs, round spermatids; Z, zygotene spermatocytes. Scale bars: 100 µm. (C) Quantification of tubules containing L/Z spermatocytes and round spermatids, respectively, per section in mice aged 21 days (*Kpna6*^+/+^: *n*=5; *Kpna6*^ΔIBB/ΔIBB^: *n*=5; *Kpna6*^−/−^: *n*=3).

### Gene expression changes in *Kpna6*^ΔIBB/ΔIBB^ testis

To obtain a transcriptome-wide insight into the affected transcripts, pathways and upstream regulators after Kpna6 depletion, we performed RNAseq analysis on whole testes of WT, *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ mice in triplicate. 

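RNA of whole testes from 3 WT, 3 *Kpna6* ΔIBB/ΔIBB and 3 *Kpna6*-/- mice, each 15 weeks old by the sample labels, was analysed. The authors deposited 1 table per testis, in which kallisto lists an estimated count and a transcript-level TPM value for each of 96626 transcripts, without normalization between samples beyond the TPM scale. Of these transcripts, 95301 (98.6%) were assigned to 32035 genes by their identifiers in the mouse GENCODE annotation M21 (GRCm38), and both values were summed over the transcripts of each gene. Between 99.54% and 99.56% of the estimated counts of a sample fell on these genes. The counts on genes ranged from 28055972 to 31484692 in WT, from 24859751 to 30512672 in *Kpna6* ΔIBB/ΔIBB and from 27601131 to 31289789 in *Kpna6*-/- testes. Between 22993 and 23466 genes had a count in a sample. Each pair of groups was compared with edgeR's quasi-likelihood test on the rounded gene counts after TMM normalization, with Benjamini-Hochberg adjustment over the genes that passed edgeR's expression filter.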

Principal component analysis (PCA) on the gene-aggregated transcript per million values depicts the transcriptome of *Kpna6*^ΔIBB/ΔIBB^ relative to WT and *Kpna6*^−/−^ mice (Fig. S5A). According to the PCA, the transcriptomes of the former differ the most from the latter two along the first principal component (PC1), which is in accordance with the much more severe phenotype observed in *Kpna6*^ΔIBB/ΔIBB^ compared with *Kpna6*^−/−^ mice. 

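In a principal component analysis of the gene TPM values of the 9 samples, centred and not scaled, PC1 held 78.6% and PC2 9.25% of the variance. The mean PC1 score was 4766 ± 1930 (SD, n = 3) in *Kpna6* ΔIBB/ΔIBB, -1792 ± 2990 (SD, n = 3) in WT and -2975 ± 107 (SD, n = 3) in *Kpna6*-/- testes. All 3 *Kpna6* ΔIBB/ΔIBB samples scored higher than all 6 others (two-sided exact permutation test over 84 splits, P = 0.0119, the smallest value these group sizes allow). The distance between the lowest *Kpna6* ΔIBB/ΔIBB sample and the highest other sample, a WT testis with a score of 1554, was 16.96% of the range of PC1. Because TPM values were not log-transformed, the most abundant transcripts dominated this component. *Prm1* and *Tnp1* carried 36.0% and 32.7% of its squared loadings, and the 10 genes with the largest loadings together carried 91.6%. On log2(TPM + 1) values PC1 held 31.3% of the variance and the distance was 72.4% of its range.

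**Figure D1:**
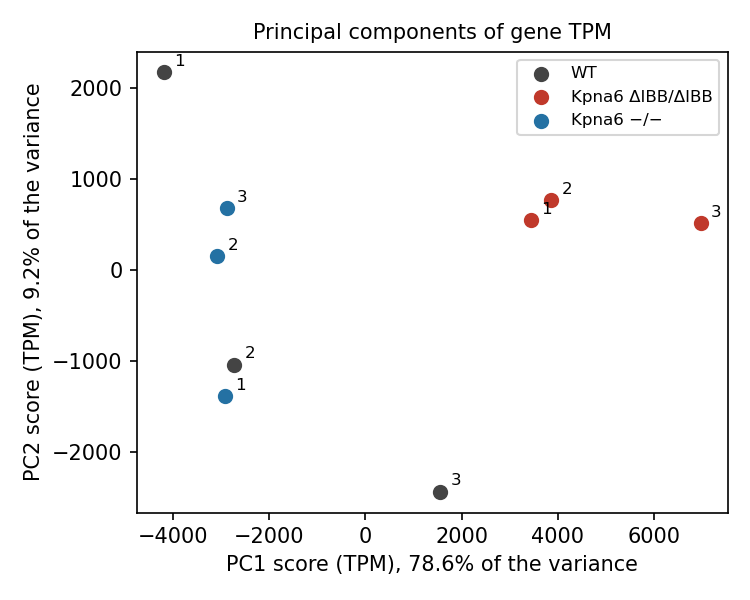
PC1 and PC2 scores of the 9 testis samples from unscaled gene TPM values, with the replicate number beside each point. The 3 *Kpna6* ΔIBB/ΔIBB samples lie between 3450 and 6981 on PC1, and the highest WT sample lies at 1554.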

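*Kpna6* lies on chromosome 4 of GRCm38 from 129643980 to 129672767. Its normalized count in CPM (counts scaled to a common library size) was 83.8 ± 2.25 (SD, n = 3) in *Kpna6* ΔIBB/ΔIBB and 289 ± 75.1 (SD, n = 3) in WT testes. The 3 WT samples had 202.5, 327.7 and 337 CPM. The log2 fold change was -1.79 (standard error 0.15, adjusted P = 1.94e-05 from edgeR's quasi-likelihood test), which equals an effect of -1.24 on the natural log scale. Across all alternatives tried it stayed between -2.22 and -1.66 on the log2 scale. In this comparison 18797 genes were tested, and 6874 had an adjusted P-value below 0.05, of which 3327 were higher and 3547 lower in *Kpna6* ΔIBB/ΔIBB testes. Most of these changes were small, with a median absolute log2 fold change of 0.41 and 445 genes (6.5%) beyond 2-fold. By the criterion of an unadjusted P-value below 0.01 and an absolute effect above 1 on the natural log scale, 140 genes passed, 63 of them higher and 77 lower. With the same criterion applied on the log2 scale, 404 genes passed, 212 of them higher and 192 lower. More genes were also higher than lower without a filter on low counts (134 and 116) and with limma on log2(TPM + 1) (22 and 11). Among the genes with the largest changes by the rule set before the data were examined, *Spink8* was 3.73 higher on the log2 scale (standard error 1.03, adjusted P = 0.0162 from edgeR's quasi-likelihood test). This value rested mainly on replicate 3 of the *Kpna6* ΔIBB/ΔIBB testes, with 24.73 CPM against 1.163 and 2.356 in the others. *Gm10308* had a log2 fold change of -2.62 (standard error 0.33, adjusted P = 0.00016). *Hist2h2aa2* had no counts in WT and was at least 277-fold higher in *Kpna6* ΔIBB/ΔIBB testes, but it shares sequence with 3 other genes, and the summed counts of these genes had a log2 fold change of 0.32. Of the 10 genes named by the rule, 5 had no change of the same direction below an adjusted P-value of 0.05 once counts of near-identical sequences were summed.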

A log likelihood test between the *Kpna6*^ΔIBB/ΔIBB^ and the WT transcriptome revealed 112 significantly regulated genes, with *Kpna6* significantly downregulated in the former (*P*-value: 3×10^−5^; effect size: −1.51; Fig. 9A; Table S1). Contrary to this and in line with the mild phenotype and the PCA, we found only 20 differentially regulated genes between WT and *Kpna6*^−/−^ mice, with *Kpna6* showing no significance in differential expression (Table S1). Therefore, we concentrated our analyses on the comparison of *Kpna6*^ΔIBB/ΔIBB^ and WT testes. 

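Between *Kpna6*-/- and WT testes, *Kpna6* had 247 ± 7.99 (SD, n = 3) and 280 ± 72.2 (SD, n = 3) normalized CPM. The log2 fold change was -0.18 (standard error 0.14, adjusted P = 0.586 from edgeR's quasi-likelihood test). Without WT replicate 1, which had the lowest value of the 3 WT samples with 196.9 CPM, the log2 fold change was -0.38 with an adjusted P-value of 0.000345. Over all 14 alternatives the adjusted P-value ranged from 0.000345 to 0.959. Of 18681 genes tested, 299 had an adjusted P-value below 0.05, 166 of them higher and 133 lower in *Kpna6*-/- testes, and 2778 had an unadjusted P-value below 0.05. The number of genes with an adjusted P-value below 0.05 depended on the processing and ranged from 32 with limma on log2(TPM + 1) to 624 without a filter on low counts. By the criterion of an unadjusted P-value below 0.01 and an absolute effect above 1, 45 genes passed, 28 of them higher and 17 lower. *Gprc5a* was 3.58 higher on the log2 scale (standard error 0.32, adjusted P = 0.000142 from edgeR's quasi-likelihood test). It lies on chromosome 6 between 120 and 140 Mb, where changed genes gathered in this comparison and DNA that differs between the animals may be the cause. *Gm13394*, a processed pseudogene of *Gapdh*, had a log2 fold change of 7.77 (standard error 0.29, adjusted P = 4e-08), and the summed counts of the genes that share its sequence had a log2 fold change of -0.01. Of the 10 genes with the largest changes by the rule set before the data were examined, 7 lost their call when counts of near-identical sequences were summed. The transcript *Kpna6*-201, which starts at a first exon from 129662400 to 129662479, had 119 ± 38.3 TPM (SD, n = 3) in WT, 122 ± 3.59 (SD, n = 3) in *Kpna6*-/- and 13.2 ± 1.61 (SD, n = 3) in *Kpna6* ΔIBB/ΔIBB testes. The transcript *Kpna6*-202, which starts at an upstream first exon from 129672677 to 129672767, had 20.9 ± 3.47 (SD, n = 3), 11.7 ± 0.359 (SD, n = 3) and 15.0 ± 0.417 TPM (SD, n = 3) in the same order. The last exon also differs, from 129643980 to 129648179 in *Kpna6*-202 and from 129647484 to 129648179 in *Kpna6*-201. The TPM values of these transcripts therefore do not measure the use of the first exon alone. By RT-PCR, the paper found no transcript reaching from exon 1 to later exons in *Kpna6*-/- testis. Two-sided exact permutation tests against WT gave P = 0.1 for *Kpna6*-202 in both lines and for *Kpna6*-201 in *Kpna6* ΔIBB/ΔIBB testes, the smallest value that 3 against 3 samples allow, and P = 1.0 for *Kpna6*-201 in *Kpna6*-/- testes.

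**Figure D2:**
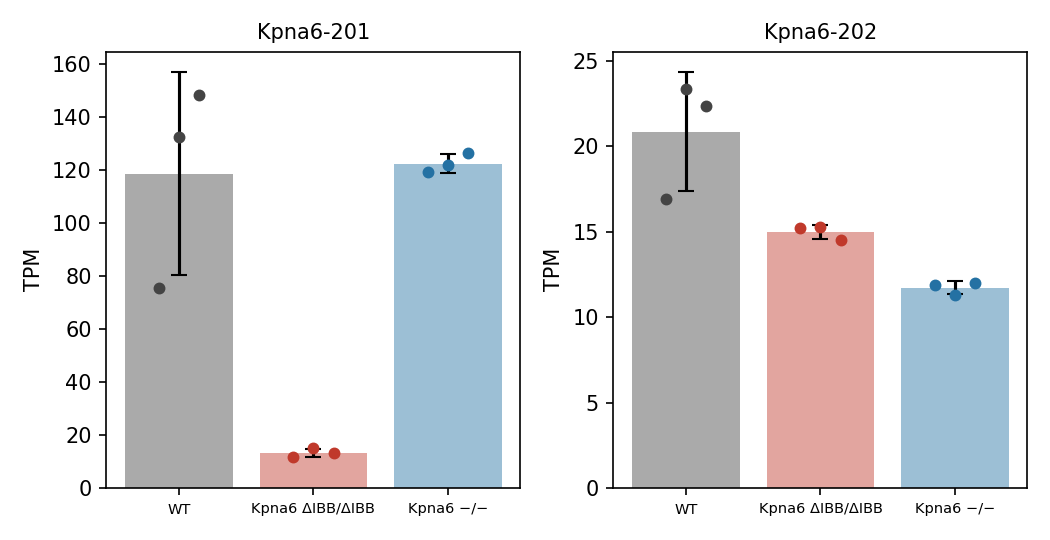
TPM of the transcripts *Kpna6*-201 and *Kpna6*-202 in each testis (points), with the mean (bar) and SD (error bar) of each group of 3. *Kpna6*-201 lies between 11.7 and 14.9 TPM in *Kpna6* ΔIBB/ΔIBB testes and between 119 and 126 TPM in *Kpna6*-/- testes.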

We next performed a gene set enrichment analysis (GSEA) based on the gene effect size differences between the WT and *Kpna6*^ΔIBB/ΔIBB^ condition using Gene Ontology (GO) biological processes. Upregulated GO terms in *Kpna6*^ΔIBB/ΔIBB^ were related to cell migration, extracellular matrix and development processes, whereas cilia-, flagellum- and sperm-related terms were downregulated as a result of the dysfunctional *Kpna6* gene (Fig. 9B). 

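Because the gene lists of the GO terms were not used here, 6 gene families were defined by gene symbol before the data were examined and tested with limma's camera, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the families. The 116 genes of the cilium and flagellum family had a median log2 fold change of -0.20 in *Kpna6* ΔIBB/ΔIBB against WT testes (adjusted P = 4.07e-12), with 105 genes lower. The 49 genes of the spermatid head and sheath family had a median of -0.36 (adjusted P = 4.48e-23), with 47 genes lower. The 96 extracellular matrix genes had a median of 0.30 (adjusted P = 8.26e-05), with 65 genes higher and 31 lower. The 68 lysosome genes had a median of 0.28 (adjusted P = 3.92e-10) and the 66 interferon-induced genes a median of 0.33 (adjusted P = 0.00339). The 75 ribosomal protein genes had a median of 0.08 (adjusted P = 0.00158). With the inter-gene correlation estimated from the data, the spermatid head and sheath family kept an adjusted P-value below 0.05, whereas the cilium and flagellum family had 0.183 and the extracellular matrix family 0.285. In *Kpna6*-/- against WT testes camera also gave adjusted P-values below 0.05, at smaller medians, for the cilium and flagellum family (-0.04, adjusted P = 8.58e-05, 85 of 115 genes lower), the lysosome family (0.06, adjusted P = 2.2e-05) and the ribosomal protein genes (0.065, adjusted P = 6.89e-08, 68 of 75 higher). The extracellular matrix family had a median of 0.00 there (adjusted P = 0.453). With the correlation estimated, these adjusted P-values were 0.566 or higher.

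**Figure D3:**
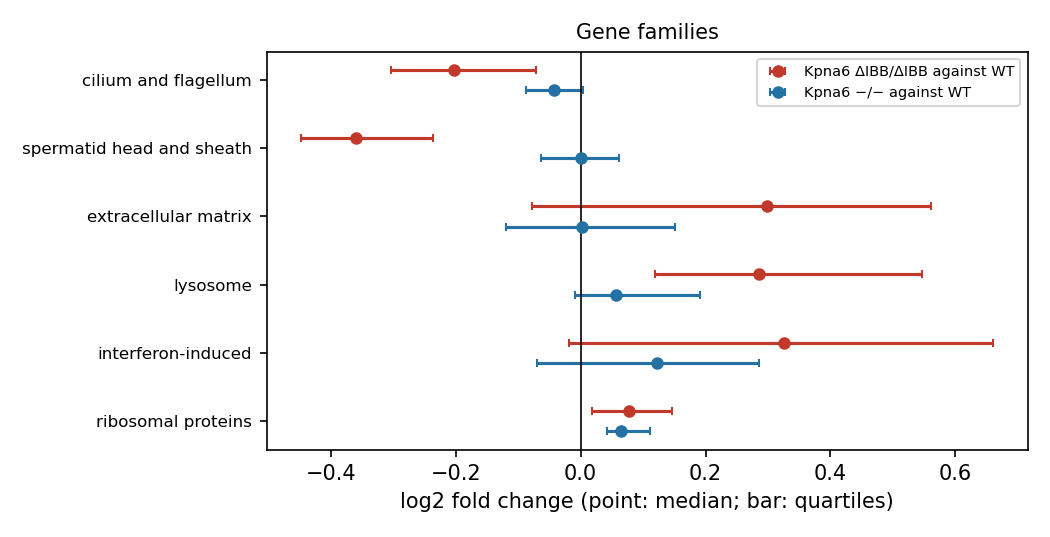
Median log2 fold change of each gene family (point) with its quartiles (bar), in *Kpna6* ΔIBB/ΔIBB and in *Kpna6*-/- against WT testes. In *Kpna6* ΔIBB/ΔIBB testes the medians run from -0.36 for the spermatid head and sheath family to 0.33 for the interferon-induced family.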

To obtain an insight into the upstream transcription factors (TFs), we tested the mouse regulon data from the DoRothEA library against the WT and *Kpna6*^ΔIBB/ΔIBB^ condition. In total, there were 16 and 20 TFs for which putative activity was significantly up- or downregulated, respectively, in *Kpna6*^ΔIBB/ΔIBB^ mice (Fig. 9C). Although the upregulated TF were related to TNFα signaling via NF-κB (adj. *P*-value=0.0008) and TGFβ signaling (adj. *P*-value=0.02), RFX2, a key regulator of mouse spermiogenesis, was downregulated. To test the prediction further, we compared the differential gene regulation from *Kpna6*^ΔIBB/ΔIBB^ mice with testicular transcriptomes of *Rfx2* knockout mice (Wu et al., 2016). The effect size and the direction of differential gene regulation for *Rfx2* knockout and *Kpna6*^ΔIBB/ΔIBB^ mice relative to their wild-type conditions were significantly correlated according to Spearman's ρ statistic (*P*-value<2.2×10^−16^). Although both mouse lines share few upregulated genes (10% of *Rfx2* knockout; 7% of *Kpna6*^ΔIBB/ΔIBB)^, 40% of the genes that were downregulated in *Kpna6*^ΔIBB/ΔIBB^, were also downregulated in the *Rfx2* knockout (Fig. 9D; Table S2). GSEA of the downregulated pathways in *Rfx2* knockout and *Kpna6*^ΔIBB/ΔIBB^ mice revealed similar effects on cilia, assembly of cilia, and microtubule- and sperm motility-related processes (Fig. 9E; Table S3). However, RFX2 localization in the testis did not show abnormalities in *Kpna6*^ΔIBB/ΔIBB^, being strongly expressed in nuclei of step 2-3 round spermatids, whereas the protein localized to a distinct spot in the nuclei of step 4-8 round spermatids before disappearing at the start of elongation (Fig. S5B). These data indicate that RFX2 is normally expressed in *Kpna6*^ΔIBB/ΔIBB^ mice, but its activity on target genes seems to be impaired in the absence of Kpna6.

**Fig. 9.**
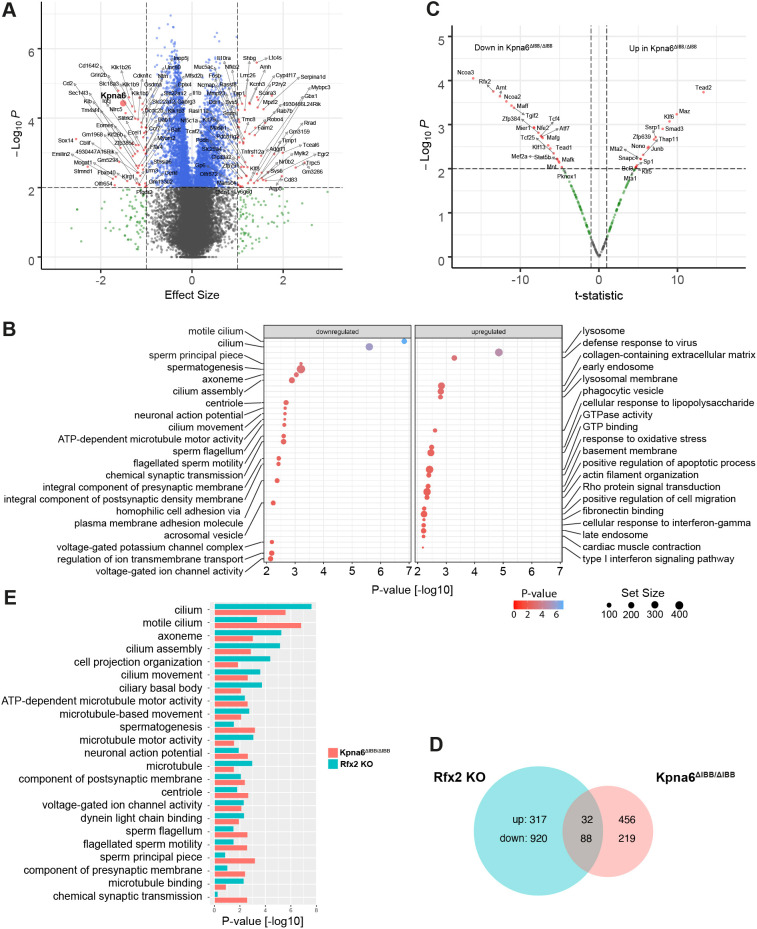
**Downregulated spermiogenesis-related pathways in Kpna6-deficient testis.** (A) Volcano plot depicting the differential gene regulation of the testes transcriptomes of WT and *Kpna6*^ΔIBB/ΔIBB^ mice. The *x*- and *y*-axes show the effect size according to a Wald test and the −log_10_ transformed *P*-value. Small red dots indicate significantly regulated genes according to *P*-value (*P*<0.01) and absolute effect size (>1). The *Kpna6* gene is indicated by an enlarged red circle. (B) Dot plot depicting the 20 most significantly up- and downregulated GO terms in the testes transcriptomes of *Kpna6*^ΔIBB/ΔIBB^ mice compared with WT. The locus and color of the dots indicate the −log_10_ *P*-value, and the dot size is related to the number of genes of the GO term. (C) Volcano plot depicting the predicted differential TF activity of the testis transcriptomes of *Kpna6*^ΔIBB/ΔIBB^ mice compared with WT. The *x*- and *y*-axes show the *t*-statistic of a *t*-test and the −log_10_ transformed *P*-value. Red dots indicate significant differential TF activity according to the *P*-value (*P*<0.01) and the absolute *t*-statistic. (D) Venn diagram showing the commonly and individually up- and downregulated genes from mouse testes in the *Rfx2* knockout (KO) and *Kpna6*^ΔIBB/ΔIBB^ models in comparison with their respective WT controls (*P*-value cutoff<0.01, absolute effect size>0.5). (E) Bar plot depicting the significance of 23 most downregulated GO terms in testes transcriptomes after Kpna6 (red) or RFX2 (green; see Gene Expression Omnibus, accession number GSE68283; Wu et al., 2016) depletion according to GSEA. The bars denote the −log_10_ transformed *P*-values.

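In the *Kpna6* ΔIBB/ΔIBB testes, 568 genes were higher and 464 lower than in WT by an unadjusted P-value below 0.01 and an absolute effect above 0.5 on the natural log scale, 1032 genes in all. When the effect was taken on the log2 scale, 1269 genes were higher and 1026 lower. Scaling by library size alone in place of TMM gave 883 higher and 289 lower genes, and limma on log2(TPM + 1) gave 476 higher and 144 lower. The samples of the *Rfx2* knockout were not analysed here.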

### Downregulation of protamines and transition proteins in round spermatids and impaired histone-protamine exchange in *Kpna6*^ΔIBB/ΔIBB^ mice

Because analysis of the altered gene expression in *Kpna6*^ΔIBB/ΔIBB^ mice suggested the strongest impact on postmeiotic events, we performed a detailed microscopic study of sperm maturation in the testis. 

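Marker lists of testicular cell types, fixed before the data were examined, were compared between *Kpna6* ΔIBB/ΔIBB and WT testes with limma's camera. The 10 elongating spermatid markers had a median log2 fold change of -0.40 (adjusted P = 2.39e-12), and all 10 were lower. The 10 round spermatid markers had a median of -0.48 (adjusted P = 7.37e-06), with 9 lower. The medians of the pachytene spermatocyte markers (-0.13, adjusted P = 0.065), the leptotene to zygotene spermatocyte markers (-0.08, adjusted P = 0.437) and the spermatogonium markers (0.31, adjusted P = 0.065) did not pass an adjusted P-value of 0.05. All 10 pachytene markers were lower, however. Without a filter on low counts, camera gave adjusted P-values of 0.034 for the pachytene and 0.0352 for the spermatogonium list. The rotation test fry gave 0.00138 for the pachytene, 0.0256 for the leptotene to zygotene and 0.0146 for the spermatogonium list. Among the somatic lists, the 12 Sertoli cell markers had a median of 0.59 (adjusted P = 6.6e-17) with all 12 higher, the smallest adjusted P-value of all lists. The macrophage markers (0.44, adjusted P = 0.0203) and the peritubular and endothelial cell markers (0.28, adjusted P = 0.0255) were also higher, and the Leydig cell markers had a median of 0.01 (adjusted P = 0.361). When only the library size was scaled, the median of the leptotene to zygotene list changed sign to 0.02. With the inter-gene correlation estimated from the data, the adjusted P-value was 0.164 for Sertoli cell and elongating spermatid markers and 0.208 for round spermatid markers. From the altered gene expression in the *Kpna6* ΔIBB/ΔIBB line, the paper proposes the strongest impact after meiosis.

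**Figure D4:**
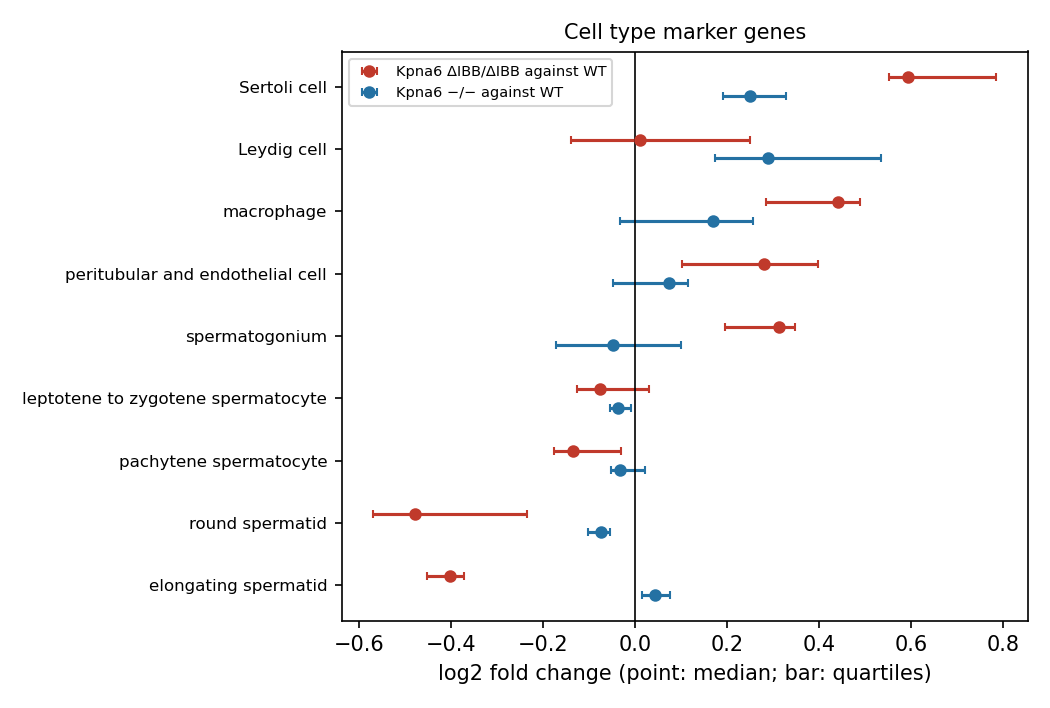
Median log2 fold change of the marker list of each testicular cell type (point) with its quartiles (bar), in *Kpna6* ΔIBB/ΔIBB and in *Kpna6*-/- against WT testes. In *Kpna6* ΔIBB/ΔIBB testes the medians run from -0.48 for round spermatids to 0.59 for Sertoli cells, and the median of the leptotene to zygotene list changes sign when only the library size is scaled.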

Although spermatid elongation started regularly in stage IX seminiferous tubules of *Kpna6*^ΔIBB/ΔIBB^ mice, the subsequent steps were characterized by abnormal nuclear shaping of elongating spermatids and mature step 15-16 sperms were absent in *Kpna6*^ΔIBB/ΔIBB^ mice (Fig. 10). Together with the reduced number of spermatozoa and abnormal morphology of epididymal sperms in *Kpna6*^ΔIBB/ΔIBB^ mice, this suggested that spermiogenesis was severely affected by Kpna6 deficiency, confirming the results of gene expression analysis. We next tested whether the regulation of postmeiotic factors, which are necessary for sperm maturation, is mediated by Kpna6. The analysis of gene expression in whole testis had already shown a slight downregulation of *Tnp1*, *Tnp2*, *Prm1* and *Prm2* (respective adj. *P*-values: 0.007, 0.06, 0.06, 0.02; Table S1). 

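By edgeR's quasi-likelihood test, *Tnp1* had a log2 fold change of -0.59 in *Kpna6* ΔIBB/ΔIBB against WT testes (standard error 0.07, adjusted P = 0.00016). The values were -0.26 for *Tnp2* (standard error 0.07, adjusted P = 0.00903), -0.36 for *Prm1* (standard error 0.09, adjusted P = 0.00714) and -0.35 for *Prm2* (standard error 0.06, adjusted P = 0.000646). *Tnp1* had 1304 ± 140 (SD, n = 3) normalized CPM in *Kpna6* ΔIBB/ΔIBB and 1962 ± 155 (SD, n = 3) in WT testes. *Prm2* had 3829 ± 235 (SD, n = 3) against 4881 ± 364 (SD, n = 3). With limma on log2(TPM + 1) the adjusted P-value of *Tnp2* was 0.204 and that of *Prm1* 0.138, and with scaling by library size alone that of *Tnp2* was 0.0591. In *Kpna6*-/- against WT testes, *Tnp1* had a log2 fold change of 0.09 (standard error 0.05, adjusted P = 0.423).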

Real-time PCR analysis demonstrated that the mRNAs of these genes were significantly reduced in FACS-sorted isolated round spermatids of *Kpna6*^ΔIBB/ΔIBB^ mice compared with WT and *Kpna6*^−/−^ (Fig. 11A; Fig. S6A,B). In contrast, other postmeiotic key genes were not significantly affected in *Kpna6*^ΔIBB/ΔIBB^ mice (Fig. 11A). Moreover, western blotting of chromatin-bound proteins showed that TNP2 was drastically decreased in the testes of *Kpna6*^ΔIBB/ΔIBB^ mice (Fig. 11B). Although TNP1 and TNP2 were correctly localized in elongating spermatids starting at step 9 (Fig. S6C,D), we found a prolonged persistence of these two proteins in *Kpna6*^ΔIBB/ΔIBB^ spermatids. In WT and *Kpna6*^−/−^ testes, TNP1 could not be found in tubules later than stage I, and TNP2 was not expressed past stage III; however, we consistently found TNP1-positive sperms until stage III tubules und expression of TNP2 was even found in sperms of stage VIII (and IX, residual sperms) tubules (Fig. 11C,D). Taken together, these data show that the expression of protamines and transition proteins is markedly reduced and that protamine-histone exchange is severely disturbed in mice lacking Kpna6.

**Fig. 10.**
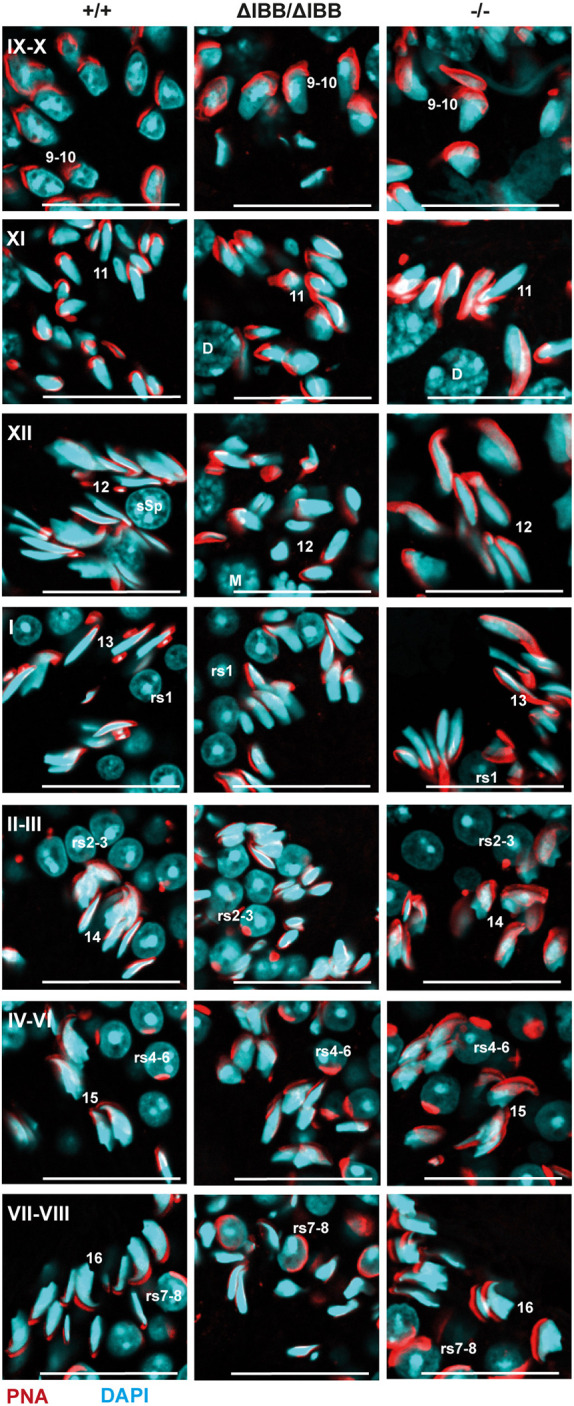
**Kpna6-deficient spermatids show abnormal elongation and nuclear shaping.** Morphology of DAPI- (blue) and PNA-labeled (red) spermatids throughout their development. The deficiency/delay in elongation can be seen already in stage XII tubules. Roman numbers mark tubular stages, Arabic numbers indicate the developmental step of spermatids. Note the abnormal configuration of sperm heads in *Kpna6*^ΔIBB/ΔIBB^ spermatids. Age of mice: 12 weeks. Scale bars: 25 µm.

**Fig. 11.**
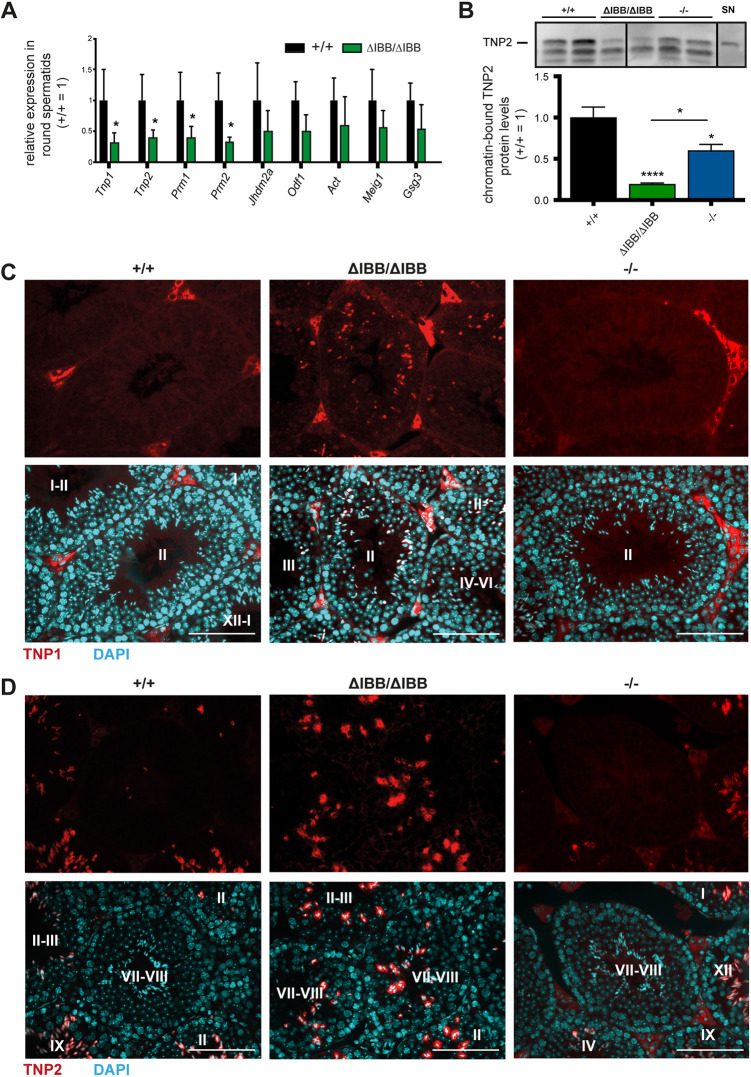
**Reduced expression of transition nuclear proteins and protamines in Kpna6-deficient testes.** (A) Quantitative real-time PCR analysis of various postmeiotic genes in isolated round spermatids of adult (12-20 weeks) WT and *Kpna6*^ΔIBB/ΔIBB^ testes (*Kpna6*^+/+^: *n*=6; *Kpna6*^ΔIBB/ΔIBB^: *n*=9). (B) Western blot analysis and quantification of TNP2 in WT *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ testis chromatin extracts. SN, non-chromatin-associated TNP2 served as control. (C,D) TNP1 (C, red), TNP2 (D, red) and DAPI (blue) staining on sections of adult WT, *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ testes. Roman numbers mark the stage of seminiferous tubules. Scale bars: 100 µm.

### Analysis of chromatin remodeling and presence of transcription factors in *Kpna6*^ΔIBB/ΔIBB^ mice

Next, we investigated the tremendous remodeling of chromatin that takes place during spermatid development, as this process is dependent on proteins that enter the nucleus of round and elongating spermatids. Analysis of histone H3 2- and 3-methylation as well as hyperacetylation of histone H3 (K9 and K14) and H4 (K8 and K12) did not reveal any differences of *Kpna6*^ΔIBB/ΔIBB^ and WT spermatids. Moreover, we observed regular appearance of DNA double-strand breaks detected by γH2AX labeling (Fig. 7B).

The significant reduction in gene expression of *Tnp1*, *Tnp2*, *Prm1* and *Prm2* may result from impaired expression or nuclear translocation of TFs. In mice, the transcriptional activation of these genes is mainly regulated by CREM (Mali et al., 1989; Nantel et al., 1996). WT testis showed a normal expression and localization of CREM in round spermatids step 2-8 (Fig. S7) and with onset of elongation the CREM expression started to decline. However, no major changes in CREM expression and localization could be observed in *Kpna6*^ΔIBB/ΔIBB^ testis (Fig. S6), suggesting that nuclear import of CREM is unaffected.

The transcriptional regulator BRWD1 has been shown to be essential for spermiogenesis (Pattabiraman et al., 2015). Being part of a postmeiotic transcriptional activator complex, BRWD1 binds to acetylated lysine residues of histones, causing transcriptional activation. Immunofluorescence of BRWD1 revealed striking differences in its expression in *Kpna6*^ΔIBB/ΔIBB^ testes compared with WT and *Kpna6*^−/−^ testes. Whereas in WT and *Kpna6*^−/−^ testes, positive signals localized to spots in the cytoplasm could be found in paraffin-embedded testis sections in step 9 elongating spermatids and in stage IV-VI tubules, no BRWD1 signal was found in *Kpna6*^ΔIBB/ΔIBB^ testis (Fig. 12). As the signals tended to be very subtle in paraffin sections, immunostaining was repeated in snap-frozen sections, confirming very clearly the spotty pattern of expression of BRWD1 in WT and *Kpna6*^−/−^, but not in *Kpna6*^ΔIBB/ΔIBB^, testes (Fig. S8A). As quantification of BRWD1 by western blotting did not show a significant difference in whole-testis extracts (Fig. S8B), we suggest that the intracellular localization of the protein is affected by the absence of Kpna6.

**Fig. 12.**
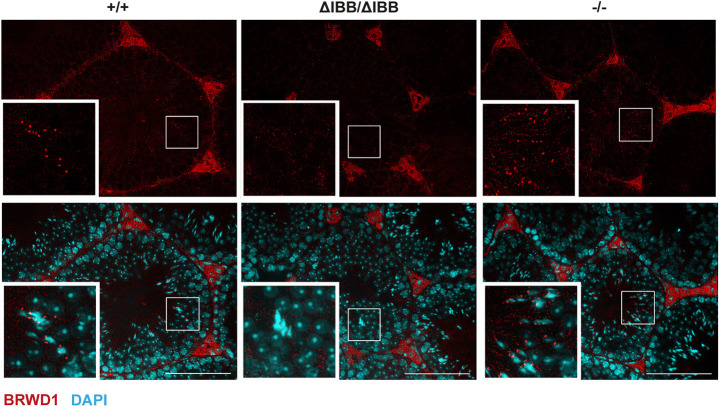
**Disturbed localization of BRWD1 in *Kpna6*^−/−^ testes.** Immunofluorescence for BRWD1 (red) in WT, *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ testis on paraffin sections, counterstained with DAPI (blue). Age of mice: 12-16 weeks. Insets show higher magnifications of the boxed regions. Scale bars: 100 µm.

## DISCUSSION

We used two different knockout mouse models either lacking functional Kpna6 in all cells of the testis (*Kpna6*^ΔIBB/ΔIBB^) or expressing it only in germ cells (*Kpna6*^−/−^) to analyze the biological function of Kpna6 during spermatogenesis and showed for the first time that Kpna6 in germ cells is essential for mammalian male fertility. These findings are in accordance with the phenotype of fruit flies lacking karyopherin α1, which is one (of three) karyopherin α paralogs in *Drosophila melanogaster* with the highest similarity to mouse Kpna6. *D. melanogaster* karyopherin α1 is essential for spermatogenesis and its depletion leads to full arrest with spermatocytes exhibiting abnormal nuclear shape (Ratan et al., 2008). However, the molecular mechanisms by which *D. melanogaster* karyopherin α1 exerts its effects on male fertility have not been assessed yet.

Mouse *Kpna6* mRNA is expressed in isolated pachytene spermatocytes and round spermatids (Holt et al., 2007; Major et al., 2011; Shima et al., 2004), and it is upregulated during the first spermatogenesis wave: a first increase takes place from postnatal day 10 to day 20, when spermatocytes progress into late pachytene stage; and a second increase occurs from postnatal day 20 to day 30, when round spermatids become enriched (Major et al., 2011; Namekawa et al., 2006). The Kpna6 protein expression pattern during spermatogenesis detected by immunohistochemistry in our current study is consistent with these data. Additionally, microarray data had previously shown that *Kpna6* mRNA is moderately expressed in cultured Sertoli cells isolated from postnatal day 16 to day 18 testes (Holt et al., 2007; Shima et al., 2004), whereas in adult testis, *Kpna6* mRNA was not detected in Sertoli cells by *in situ* hybridization (Hogarth et al., 2006). However, our present study shows that Kpna6 is also highly expressed in the nuclei of Sertoli cells throughout all stages of the seminiferous epithelium in the adult testis.

Studies of other karyopherin α isoforms in adult mouse testis have shown stage- and cell type-specific expression of Kpna2, Kpna3 and Kpna4 (Miyamoto et al., 2012). Our own comprehensive studies revealed that Kpna6 is the only karyopherin α isoform expressed in elongating spermatids. Moreover, we detected a massive increase in Kpna6 expression in late round and early elongating spermatids that has not been seen for any other karyopherin α subtype. The infertility phenotype of Kpna6-deficient mice underlines the hypothesis that this protein has unique functions in spermatogenesis, and that other karyopherin α subtypes cannot compensate for its absence.

One of the main findings of our present work is that Kpna6 has two different functions during spermatogenesis depending on its two localizations in Sertoli cells and in developing sperms. The use of two different Kpna6-deficient mouse lines with distinct expression patterns in these cell types allowed us to discriminate between these two functions as both lines display distinct phenotypes. The *Kpna6*^ΔIBB/ΔIBB^ mice are infertile and are characterized by the absence of the full-length protein in Sertoli cells and developing sperms. The *Kpna6*^−/−^ mice are fertile and produce sperms that can be clearly attributed to a rescued expression of the protein in developing sperms based on a germ cell-specific promoter in the *Kpna6* gene. The utilization of a germ cell-specific promoter is a well-known mechanism and has been shown for a variety of transcripts encoding for proteins such as angiotensin converting enzyme, c-abl (Abl1), pro-opiomelanocortin and β-galactosyltransferase (Hecht, 1998). In WT and *Kpna6*^−/−^ mice, germ cells produce *Kpna6* mRNA by using an alternative exon 1A with a germ cell-specific 5′-untranslated region, suggesting differential transcriptional control mechanisms for *Kpna6* in these cells. However, the absence of Kpna6 in Sertoli cells seems to account for a partially reduced sperm count. This finding was confirmed by intercrossing of both lines, producing compound heterozygous offspring, which also displayed a reduced sperm count but were fertile. This provides clear evidence that the partial sperm count reduction can be attributed to the Sertoli cell-related phenotype, as the compound heterozygous mice represent a rescue of the infertile *Kpna6*^ΔIBB/ΔIBB^ mice with expression of the protein in germ cells, but not in Sertoli cells.

We revealed several alterations in Kpna6-deficient Sertoli cells that may explain this effect. First, we observed reduced nuclear AR in Sertoli cells of both mutant mouse lines. It has been shown that ligand-dependent nuclear import is crucial for the function of AR (Becker et al., 2000; Kawate et al., 2005; Nakauchi et al., 2007; Thomas et al., 2004), and its nuclear import is karyopherin α/β dependent (Cutress et al., 2008; Kaku et al., 2008). Mice with Sertoli cell-specific ablation of the AR (SCARKO) exhibit defective Sertoli cell polarization and nuclear position in the tubules, and progress through meiosis is disturbed with increased rate of apoptosis (Meng et al., 2011; Meng et al., 2005; Willems et al., 2010). Increased permeability of the BTB and downregulation of *Cldn3* are typically found in SCARKO mice. Similar alterations were found in *Kpna6*^ΔIBB/ΔIBB^ mice and partly in *Kpna6*^−/−^ animals, but the effects were less pronounced. Most AR-dependent genes were normally expressed and the observed decrease in *Cldn3* mRNA levels in *Kpna6*^ΔIBB/ΔIBB^ mice may be at least partially due to the loss of germ cells, in which this gene is also expressed (Chihara et al., 2013). Second, we found that Sertoli cells of both mutant lines display abnormal organization of the intermediate filament vimentin. Whereas vimentin is stretched across the Sertoli cell cytosol in WT testis, both mutant mouse lines showed a concentration around the Sertoli cell nucleus with no extensions. Similar findings have been found in mice with a defective cytoplasmic dynein 1 heavy chain and in mice that have been depleted of RAPTOR, a key component of mTORC1 (Wen et al., 2018; Xiong et al., 2018). However, in both of these mouse lines, the phenotype included a severe disorganization of actin and microtubules, which we could not detect, excluding major morphological changes of Sertoli cell cytoplasm, which still stretched out into the tubular lumen.

Despite these relatively minor alterations in Sertoli cells lacking Kpna6, the dynamic remodeling of the BTB during stages VII and VIII, which allows preleptotene spermatocytes passage through the barrier (Bremner et al., 1994; Dym and Fawcett, 1970), seems to be impaired in *Kpna6*^ΔIBB/ΔIBB^ and *Kpna6*^−/−^ testes. We observed a relative reduction in leptotene/zygotene spermatocytes of about 25% in both lines, which would be consistent with a meiotic delay due to a prolonged leptotene/zygotene phase as it has been observed in *Cldn3* knockdown mice (Chihara et al., 2013). Although both mutant mouse lines exhibit a loss of leptotene/zygotene spermatocytes, only *Kpna6*^ΔIBB/ΔIBB^ mice show an even more pronounced loss of pachytene spermatocytes and round spermatids. Because in pachytene spermatocytes, in contrast to leptotene/zygotene spermatocytes, *Kpna6* mRNA is already detectable (Holt et al., 2007; Major et al., 2011; Shima et al., 2004), low levels of protein might be crucial from this developmental stage on, explaining the loss of these postmeiotic cell types.

The retardation in the first wave of spermatogenesis was confirmed by detailed analyses in 21-day-old testes. This delay fits with previous reports of Kpna6 being upregulated from postnatal day 10, suggesting a very specific role at this time point (Major et al., 2011; Namekawa et al., 2006). Given that both mouse lines are affected, we conclude that the defects in Sertoli cell function are responsible for this phenotype.

Multiple molecular events have to occur for a round spermatid to become a mature sperm. These events include chromatin condensation, reorganization of the spermatid nucleus, formation of an acrosome and assembly of a sperm tail (Sassone-Corsi, 2002). It has been shown that a number of postmeiotic proteins, including TNP1 and TNP2, PRM1 and PRM2, MEiG1, ODF1, JHDM2A (KDM3A), ACT and CAPZA3 (also known as GSG3), are important for spermiogenesis (Geyer et al., 2009; Kotaja et al., 2004; Liu et al., 2010; Okada et al., 2007; Salzberg et al., 2010; Yang et al., 2012; Zhang et al., 2009). The transition from round spermatids to mature spermatozoa was severely affected in *Kpna6*^ΔIBB/ΔIBB^ mice. Spermiogenesis requires extensive chromatin condensation, which is achieved by replacement of histones by TNP1 and TNP2 and, subsequently, by PRM1 and PRM2. Accordingly, the genetic ablation of transition proteins or protamines causes defective spermiogenesis (Cho et al., 2001; Yu et al., 2000; Zhao et al., 2004; Zhao et al., 2001) comparable to the phenotype of *Kpna6*^ΔIBB/ΔIBB^ males. By RNAseq, we found that Kpna6 deficiency reduced *Tnp1*, *Tnp2*, *Prm1* and *Prm2* expression in the testis. As the analysis of whole-testis RNA bears the risk of different cellularity between the three mouse lines, we extended our study using FACS-sorted round spermatids and found that the reduced expression of *Tnp1*, *Tnp2*, *Prm1* and *Prm2* was even more pronounced. Moreover, total chromatin-bound TNP2 was markedly reduced in testes of *Kpna6*^ΔIBB/ΔIBB^ mice as assessed by western blotting. In addition, we detected a prolonged presence of transition proteins in spermatids of *Kpna6*^ΔIBB/ΔIBB^ mice, suggesting that Kpna6 is not only essential for the expression of TNPs and PRMs but also for histone/protamine exchange.

The transcriptional regulator BRWD1 has been shown to be crucial for spermiogenesis (Pattabiraman et al., 2015). Although a distinct pathway has not been found yet, the reduced transcription of postmeiotic genes, including *Tnp1*, *Tnp2*, *Prm1* and *Prm2*, in *Brwd1*-defective testes has been suggested to cause male infertility. By immunohistochemistry, we found a spotty pattern of BRWD1 localization in WT and *Kpna6*^−/−^ testes, which was absent in *Kpna6*^ΔIBB/ΔIBB^ testes, although the amount of the protein was indistinguishable between the strains. These data render BRWD1 a possible mediator of the observed impairments in transition protein and protamine expression in *Kpna6*^ΔIBB/ΔIBB^ testes.

GSEA of the RNAseq data clearly indicated a downregulation of cilium- and sperm motility-related processes in *Kpna6*^ΔIBB/ΔIBB^ mice, corroborating the finding of defective spermiogenesis. Analysis of putative TFs singled out a downregulation of RFX2 gene targets. 

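*Rfx2* lies on chromosome 17 of GRCm38 from 56775897 to 56831013. It had 460.2 ± 13.8 (SD, n = 3) normalized CPM in *Kpna6* ΔIBB/ΔIBB and 435 ± 13.1 (SD, n = 3) in WT testes, a log2 fold change of 0.08 (standard error 0.04, adjusted P = 0.116 from edgeR's quasi-likelihood test). With scaling by library size alone, under which the median of all genes was 0.107 against 0.009 with TMM, the log2 fold change was 0.18 with an adjusted P-value of 0.00178, and with limma on log2(TPM + 1) it was 0.21 with 0.0105. The *Rfx2* knockout testes were not analysed here.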

Although *Rfx2* itself was not differentially regulated, its targets related to cilium, axoneme, microtubule and sperm motility were, which was evident from a comparison of our RNAseq data to a testis transcriptome of *Rfx2* knockout mice (Wu et al., 2016). Although immunohistochemical analysis of RFX2 in testis did not reveal a differential localization of the protein, it might be possible that its post-translational modification is disturbed or that a co-factor that has yet to be determined is needed for effective transcription.

In the present study, we have shown for the first time that Kpna6 is essential for mammalian male fertility. We revealed two cell types in which the protein is functionally important in the testis. In Sertoli cells, its deficiency causes alterations in AR and vimentin localization, and in BTB dynamics, leading to a delay in spermiogenesis. At the level of round spermatids Kpna6 is the main karyopherin α isoform expressed and its deficiency severely affects the activity of RFX2, the localization of BRWD1, and the expression of transition proteins and protamines as well as the histone/protamine exchange. These effects contribute to the massive loss of elongating spermatids and the complete male infertility observed in *Kpna6*^ΔIBB/ΔIBB^ mice. However, further investigations will need to be performed to identify all the cellular and molecular mechanisms involved in the complex phenotype of infertility observed in Kpna6-deficient mice.

## MATERIALS AND METHODS

### Animals

*Kpna6*^−/−^ and *Kpna6*^ΔIBB/ΔIBB^ mice were generated as described previously (Rother et al., 2011). Animals were backcrossed for ten generations to C57Bl6/N background. All experiments were performed according to national and institutional guidelines and were approved by the relevant authority (Landesamt für Gesundheit und Soziales Berlin, Germany).

### Western blot

Mouse testes were collected and homogenized in RIPA-Buffer supplemented with protease inhibitor cocktail (Sigma-Aldrich). Following sonication and centrifugation (10 min at 16,000 ***g***), protein concentrations in the tissue extracts were measured using bicinchoninic acid solution/copper sulfate solution 50:1 (Sigma-Aldrich) and 40 µg of total protein was separated by SDS-PAGE. After the transfer of proteins, the PVDF membrane was blocked with Odyssey blocking solution (LI-COR) and subsequently incubated with primary antibodies at 4°C overnight. The following day, the membrane was incubated with an IRDye-coupled secondary antibody for 1 h at room temperature and detection was performed using an Odyssey Infrared Scanner (LI-COR). Signals were quantified using Odyssey Infrared Scanner software (LI-COR). The generation of C-terminal and N-terminal antibodies against Kpna6 was accomplished using standard protocols and has been described previously (Köhler et al., 1999). A complete list of antibodies and conditions is provided in Table S4. For quantifications, at least three independent experiments were performed.

### RNA isolation, reverse transcription and PCR

Tissue was homogenized in Trizol and extracted with chloroform, then precipitated in isopropanol and washed with 70% ethanol. The pellet was dried and resuspended in DEPC-treated water. RNA was then digested with DNAse I, and 2 µg of digested RNA was subjected to reverse transcription using a standard protocol. PCR was performed using 10 ng of cDNA; primers are listed in Table S5.

### Testosterone measurement

Blood samples were collected from 10-week-old mice by cardiac puncture. Serum samples were prepared as described previously (Jeyaraj et al., 2005). The concentrations of testosterone in the serum samples were measured by using a Testosterone EIA kit (Cayman Chemical Company).

### Histological analysis

Testes and epididymides were fixed in 4% neutral-buffered formalin. After fixation, tissues were dehydrated in increasing concentrations of ethanol, embedded in paraffin wax, and sectioned at a thickness of 5 µm. Sections were deparaffinized, rehydrated and stained with H&E according to standard protocols. For quantification of diameters of seminiferous tubules, images of H&E-stained testis sections (five animals per group) were taken using a Keyence microscope (Keyence, Bioreva BZ-9000) and analyzed; 30 tubules per animal were measured using ImageJ software.

### Epididymal sperm count

Sperm count was performed as described previously (Liu et al., 2010; Wu et al., 2000). Briefly, one caudal epididymis was used for histological examination, and the other was minced in 1 ml of PBS. Sperms were allowed to disperse into solution by incubating for 5 min at room temperature. An aliquot of the sperm/saline mixture was then counted in a hemocytometer. The hemocytometer count was multiplied by appropriate volume and dilution factors to give a total cauda epididymal sperm count.

### Immunohistochemical analysis

For IF staining, sections underwent deparaffination followed by rehydration and antigen retrieval using either citrate buffer pH 6 or Tris-EDTA buffer pH 9 for 20 min, as appropriate. The sections were then treated with 10% normal donkey serum for 1 h at room temperature and subsequently incubated with primary antibody overnight at 4°C. The following day, sections were washed with PBS, incubated with secondary antibody for 2 h at room temperature, washed again with PBS and incubated for 1 h at room temperature with peanut agglutinin (PNA), subsequently washed again and embedded in mounting medium containing DAPI (Vectashield, Vector Laboratories/Biozol). Whenever needed, the immunostaining was performed on 10 µm-thick frozen sections of testis fixed in 4% neutral-buffered formalin. A complete list of antibodies and conditions is provided in Table S4. Images of stained tissue sections were taken using a fluorescence microscope (Keyence, Bioreva BZ-9000) or a confocal fluorescence microscope (Leica TCS SPE). For cell counts, at least 100 seminiferous tubules of three to eight mice per group were analyzed using ImageJ software.

### Counting of developmental steps of germ cells

Spermatogonia were counted based on their positive staining for Sall4; the histogram shows the counts for BrdU-labeled S-phase preleptotene spermatocytes (only stage VII and VIII tubuli were used for calculation). For counting of leptotene/zygotene spermatocytes, intense expression of γH2AX was used as a marker. Pachytene spermatocytes were counted based on their nuclear shape and chromatin (DAPI) staining and their position in the tubuli.

### Determination of apoptosis by TUNEL staining

Apoptosis in tissue sections of mouse testis was analyzed by TUNEL staining using an *in situ* cell death detection kit-Fluorescein (11684795910, Merck). In brief, paraffin-embedded testis sections were deparaffinized and rehydrated, and antigen retrieval was performed using citrate buffer pH 6.0 for 10 min. Nonspecific binding was blocked using 10% normal donkey serum for 30 min. The sections were then incubated for 90 min at 37°C with TUNEL reaction mixture prepared according to the manufacturer's protocol. The sections were washed in 1× PBS and incubated with PNA for 1 h at room temperature, then washed and coverslipped with mounting medium containing DAPI. The slides were visualized under a Keyence microscope (Keyence, Bioreva BZ-9000). The number of apoptotic cells was counted per entire section using ImageJ software.

### Quantitative real-time PCR

Total RNA was extracted from WT, *Kpna6*^−/−^ and *Kpna6*^ΔIBB/ΔIBB^ testes and FACS-sorted germ cells using RNeasy Mini Kits (Qiagen). First-strand DNA synthesis was performed using M-MLV Reverse Transcriptase (Invitrogen) and random primers according to the manufacturer's instructions. Quantitative PCR was performed using GoTaq (Promega) on an IQ 5 Multicolour Realtime PCR Detection System (Bio-Rad). Relative gene expression was calculated using the ΔΔCt method with *Gapdh* as normalizing gene. Primer sequences are listed in Table S5.

### Autoantibody detection

Autoantibodies against sperm proteins were detected as described previously (Meng et al., 2011). Briefly, blots with testicular proteins of 2-month-old WT mice were incubated with a 1:50 dilution of either WT, *Kpna6*^ΔIBB/ΔIBB^ or *Kpna6*^−/−^ mutant sera overnight at 4°C. Primary antibodies were detected with an IRDye coupled secondary anti-mouse antibody for 1 h at room temperature and detection was performed using the Odyssey Infrared Scanner (LI-COR).

### Biotin-labeling of the BTB

Mice were sacrificed by cervical dislocation and testes were carefully pulled out of the body without extracting them, then 50 µl of 1 mM CaCl_2_ containing 10 mg/ml biotin (EZ-Link Sulfo-NHS-LC-Biotin, Pierce) were injected with a 0.4 mm needle into one testis. As a control, the second testis was injected with 50 µl of 1 mM CaCl_2_ only. After 30 min of distribution of the injected solution via diffusion, the testes were dissected and snap-frozen in Tissue-Tek OCT compound (Sakura Finetek). Cryoslices were cut at 15 µm thickness, mounted on glass slides and fixed with 4% paraformaldehyde for 15 min. After washing, the sections were incubated with streptavidin-Cy5 directly, coverslipped and observed under a fluorescence microscope (Keyence, Bioreva BZ-9000).

### BrdU injection

To analyze proliferation of germ cells, animals received two intraperitoneal injections of BrdU (50 mg/kg body weight dissolved in 0.9% NaCl; Sigma-Aldrich) 2 h apart and were sacrificed 2 h after the second injection.

### RNA sequencing

A total amount of 1 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB) following the manufacturer's recommendations and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5×). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends by exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, NEBNext Adaptors with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially ∼150-200 bp in length, the library fragments were purified with the AMPure XP system (Beckman Coulter). Then, 3 μl USER Enzyme (NEB) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 5 min at 95°C before PCR. PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. Finally, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. Fastq reads were pseudo-aligned to the mm10 genome assembly using kallisto (version 0.46) and transcript read counts were aggregated to Ensembl Gene IDs for further analysis. Differential gene expression analysis was performed using the R library sleuth (Pimentel et al., 2017). Significance and effect sizes of differential gene regulation were calculated from the likelihood ratio and the Wald test, respectively, as implemented in the sleuth package. GO term and pathway enrichment analyses were performed based on the effect size between the WT and knockdown strains using the generally applicable GSEA GAGE, which determines whether a set of genes is systematically up- or downregulated as a whole (Luo et al., 2009). For gene set definitions, we used the Molecular Signatures Database (MSigDB) from the R msigdf package (Version 7.1) (Liberzon et al., 2015). Gene sets with fewer than three or those with more than 500 members were discarded for statistical robustness and biological interpretation. Putative TF activity from RNAseq data was assessed per pseudo time point against healthy controls using the mouse gene set resource DoRothEA v1, which provides a curated collection of TF and target gene interactions (the regulon) from different sources (Garcia-Alonso et al., 2019). Only interactions with high, likely and medium confidence (levels A, B, C) were considered. Regulons were statistically evaluated using the R package viper (v1.22.0; row-wise *t*-tests) (Alvarez et al., 2016). Only regulons having at least 15 expressed gene targets were considered.

### Testicular single-cell suspensions

Cells were isolated according to the protocol of Getun et al. (2011) with slight modifications. Briefly, the tunica albuginea was removed, and the seminiferous tubules were fragmented with scissors. The fragments were dissociated in dispase (BD Biosciences) with 10 U/ml DNAse I for 40 min at 37°C. After centrifugation for 3 min at 2500 ***g***, the pelleted tubules were resuspended in TrypLE Express Enzyme (Life Technologies) with 10 U/ml DNAse I and incubated at 32°C for 20 min. The resulting whole-cell suspension was successively washed with Gey's balanced salt solution (GBSS, Sigma-Aldrich). Then, the cell pellet was resuspended in GBSS supplemented with 10% fetal calf serum and 10 U/ml DNAse I. The dissociated testis sample was then passed through a 40 µm GBSS pre-wetted disposable cell strainer. Final staining was performed by adding Hoechst 33342 (5 µg/ml; Thermo Fisher Scientific) to the dissociated testis sample and incubating at 32°C for 1 h. Before analysis, propidium iodide (PI; 2 µg/ml; Thermo Fisher Scientific) was added to exclude dead cells.

### FACS sorting

FACS sorting was performed according to a slightly modified protocol of Bastos et al. (2005). Briefly, the enrichment of round spermatids was performed on a FACSAria III cell sorter from BD Biosciences. Live stained testicular cells were excited with a near UV laser (375 nm), the two parameters Hoechst blue (450/40 BP) and Hoechst red (670 LP; used on Hoechst 33342-stained cells) were used to identify and sort. A sample of every sorting event was assessed for purity of round spermatids under a fluorescence microscope.

### Extraction of chromatin-bound proteins

Extraction of basic nuclear proteins from mouse testis was performed according to Eckhardt and Wang-Eckhardt (2015). Briefly, one testis was homogenized in ice-cold NETN buffer, centrifuged at 12,000 ***g*** for 10 min, resuspended in NETN buffer and centrifuged again. Then, the pellet was resuspended in 0.2 N HCl and incubated overnight at 4°C. After centrifugation at 12,000 ***g*** for 10 min, the supernatant containing basic nuclear proteins was neutralized with 1 M Tris-HCl (pH 8.5) and protein concentration was determined.

### Statistics

Statistical analysis was performed with Prism7 (GraphPad). Results are presented as mean±s.e.m. Significance was determined by using ANOVA (where three groups were compared) or the unpaired two-tailed Student's *t*-test. For distribution of the genotype after heterozygous mating, the binominal test was used. Given *n* numbers in figure legends represent biological replicates. Significance was assumed for *P*<0.05 (*P<0.05; **P<0.01; ***P<0.001; ****P<0.0001; n.s., not significant).

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

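Whole testes of 3 WT, 3 *Kpna6* ΔIBB/ΔIBB and 3 *Kpna6*-/- mice, 15 weeks old by the sample labels, were measured by RNAseq. According to the methods of the paper, poly(A) RNA libraries were sequenced and the reads were assigned to transcripts of the mm10 assembly with kallisto. The authors deposited an estimated count for every transcript, which is not normalized between samples. They also deposited TPM values, which kallisto scales to the same total within each library. The release of the transcript set is not named in the text of the paper.

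Of 96626 transcripts, 95301 were assigned to 32035 genes by their identifiers in GENCODE M21 (GRCm38), and 1325 were left out because the annotation does not list them. Among the shared transcripts, 93.3% had the same length in the files and in the annotation. Estimated counts and TPM values were summed over the transcripts of each gene. The counts on genes had a median of 30242769 in WT, 30361267 in *Kpna6* ΔIBB/ΔIBB and 28384281 in *Kpna6*-/- testes. With 3 samples per group, an exact permutation test cannot give a P-value below 0.1.

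Each mutant line was compared with WT, and the lines with each other, using only the 6 samples of the groups compared. The gene counts were rounded, filtered with filterByExpr, normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Benjamini-Hochberg adjustment covered all genes tested. Effects on the natural log scale were used for the criterion of the paper, an unadjusted P-value below 0.01 and an absolute effect above 1 or 0.5. Gene families and marker lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 6 families or 11 marker lists. The principal component analysis used unscaled TPM values of the 27166 genes that varied.

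The genes named are *Kpna6*, *Tnp1*, *Tnp2*, *Prm1*, *Prm2* and *Rfx2*, which the paper names for these data. In each comparison they also include the 5 genes per direction with the largest absolute log2 fold change. These had to have an adjusted P-value below 0.05, a mean of at least 1 TPM in a group and no overlap between the groups. Genes that the paper measured by real-time PCR or studied otherwise and members of the families and marker lists complete the set. This rule, the families, the marker lists, the tests and the alternatives were fixed before the data were examined.

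The alternatives were DESeq2 1.42.0, a filter of at least 5 counts in a share of 0.47 of the samples, no filter, the replicate number as a block, all 9 samples in 1 fit, length-scaled TPM counts, scaling by library size only, limma on log2(TPM + 1) and each sample left out in turn. Effects were also taken on the log2 scale. For families and lists, camera with an estimated correlation, a statistic of the GAGE type and fry were used, and for the principal components log2 values, log2 CPM and unit variance. Replicate numbers come from the sample labels, and neither the labels nor the paper's text say that samples with the same number belong together.

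The procedure was tested on simulated data with 200 changed genes among 18708. The changed genes were well expressed, with median estimated log2 fold changes of 0.985 and -1.01. All genes were drawn independently with the same dispersion. Most real changes were smaller, with a median absolute log2 fold change of 0.41 in *Kpna6* ΔIBB/ΔIBB against WT testes, so recovery there may be lower. The edgeR test recovered 200 of them and called 14 others, which was 6.5% of its calls. DESeq2 recovered 197. Of 10 unchanged gene sets, camera called 0, but their genes were independent, so this does not test camera on correlated genes. Near-identical sequences were sought with blastn 2.17.0+ among the reference transcripts, at 95% identity or more over at least 100 bases, and again with a match over at least 0.5 of a transcript. Tables were handled with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and plots drawn with matplotlib 3.10.9. The TF regulons, the GO gene sets and the *Rfx2* knockout data were not used here.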

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

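The tests of chromosomal position, of single samples, of GC content, gene length, scaling and depth, and of the other splits of the samples were chosen only after the results were seen. The tests with near-identical sequences over 100 bases were set before their values were computed, except the one around *Kpna6*.

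The direct comparison of the lines, which the paper does not report for the RNAseq data, gave 5673 genes with an adjusted P-value below 0.05 from edgeR with Benjamini-Hochberg adjustment, 2523 higher and 3150 lower in *Kpna6* ΔIBB/ΔIBB than in *Kpna6*-/- testes. This balance depended on the scaling, with 4931 higher and 2016 lower by library size only and 3794 higher and 1330 lower by limma on log2(TPM + 1). The log2 fold change was -1.61 for *Kpna6*, -0.69 for *Tnp1*, -0.37 for *Tnp2*, -0.43 for *Prm1* and -0.41 for *Prm2*. *Tnp2* had an adjusted P-value of 0.00292 from edgeR with Benjamini-Hochberg adjustment, and over its 14 alternatives from 2.53e-05 to 0.116. The median of the cilium and flagellum family was -0.14, of the spermatid head and sheath family -0.39, of the extracellular matrix family 0.20, of the lysosome family 0.25 and of the interferon-induced family 0.23. With the inter-gene correlation estimated, camera with Benjamini-Hochberg adjustment gave 0.205 for cilium and flagellum and 0.268 for both extracellular matrix and interferon-induced genes. The spermatid head and sheath and lysosome families stayed below 0.05. The interferon-induced family also had 0.138 with scaling by library size only. The Sertoli cell markers had a median of 0.38, with 12 of 12 higher. The elongating spermatid markers had -0.477, with 10 of 10 lower, and the round spermatid markers -0.389, with 9 of 10 lower. In this order camera with Benjamini-Hochberg adjustment gave 1.41e-10, 3.33e-24 and 0.000238. With the correlation estimated it gave 0.222, 0.0707 and 0.347. Among 4 splits of the 6 samples that part all pairs with the same replicate number, the real split alone gave a result as large for 16 of 19 results, and 2 splits did for 3. Of the 6 splits that part fewer pairs, 4 were as large for the ribosomal proteins and 1 for the peritubular and endothelial cell markers. Both results are among the 16. The other splits of these samples gave at most 3 genes with an adjusted P-value below 0.05 from edgeR with Benjamini-Hochberg adjustment. The number of splits is too small for their share alone to exclude a chance division for the gene count, the families and the marker lists, whatever the values, and single genes were not tested this way.

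*Grin2b*, named by the rule for the largest changes between the lines, and *Gapdh*, chosen after its values were seen, moved in opposite directions in the lines. Both lie on chromosome 6 between 120 and 140 Mb, where changed genes gathered in *Kpna6*-/- testes and DNA that differs between the animals may be the cause. The log2 fold change between the lines was -3.49 for *Grin2b* and 1.07 for *Gapdh*. Against WT, *Grin2b* had -2.25 in *Kpna6* ΔIBB/ΔIBB and 1.24 in *Kpna6*-/- testes, and *Gapdh* 0.49 and -0.59. *Gapdh* lost its change in *Kpna6*-/- testes when near-identical sequences were summed, with -0.052 for any shared stretch and -0.024 for matches over 0.5 of a transcript. *Gm13394*, a pseudogene 99.9% identical to *Gapdh* over 1000 bases, rose by 7.77 in the same comparison. A candidate explanation is that *Gapdh* sequence differs between the animals and moves reads to the pseudogene, since both summed values lie near 0. In *Kpna6* ΔIBB/ΔIBB testes the summed value was 0.106 for any shared stretch and 0.36 for the matches over 0.5 of a transcript.

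In *Kpna6*-/- against WT testes, 299 genes had an adjusted P-value below 0.05 from edgeR with Benjamini-Hochberg adjustment, a comparison that the paper does not take further. Of 295 such genes tested in both lines, 240 also changed in *Kpna6* ΔIBB/ΔIBB testes, 231 in the same direction. Both comparisons share the WT samples, so this overlap is not independent. The Sertoli cell markers had a median of 0.25, with 12 of 12 higher, of which 3 had an adjusted P-value below 0.05 by themselves from edgeR with Benjamini-Hochberg adjustment. The Leydig cell markers had a median of 0.29, with 10 of 12 higher, but 0.061 to 0.55 with a sample left out. Of the 4 splits that part all pairs with the same replicate number, 2 were as large for this list. The adjusted P-values of the Sertoli and Leydig cell lists were 8.75e-12 and 0.00179 from camera with Benjamini-Hochberg adjustment. They were 0.293 and 0.687 with the inter-gene correlation estimated from the data, and 0.0738 for both with the statistic of the GAGE type. Fry gave 0.324 for the Leydig cell list. The round spermatid (-0.074, 9 of 10 lower) and seminal vesicle markers (0.967, 2 of 3 higher) each had 0.024 from camera with Benjamini-Hochberg adjustment. With the correlation estimated these values became 0.687 and 0.293.

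Changed genes gathered near *Kpna6* in *Kpna6*-/- testes, with 18 of 300 genes (6%) within 10 Mb against 281 of 18350 (1.5%) elsewhere. The odds ratio was 4.1 (Fisher's exact test, P = 1.82e-06). DNA flanking *Kpna6* that differs between the mutant and WT animals is a candidate explanation. An effect of the gene trap on the nearest neighbours alone would leave no excess farther out, but between 1 and 10 Mb the odds ratio was 2.34 (Fisher's exact test, P = 0.0194). Within 1 Mb 9 of 44 genes changed. All of these but *Col16a1* and *Snrnp40* moved in the same direction in *Kpna6* ΔIBB/ΔIBB testes, in a comparison that shares the WT samples. *Col16a1* had 0.456 in *Kpna6*-/- and -0.268 in *Kpna6* ΔIBB/ΔIBB testes, and *Snrnp40* -0.731 and 0.004. In *Kpna6* ΔIBB/ΔIBB testes the odds ratio within 10 Mb was 1.28 (Fisher's exact test, P = 0.0404). Of the 18 genes, 4 have near-identical copies over any shared stretch, and all 4 lost their call when reads shared with them were summed. With matches over 0.5 of a transcript 3 have copies, of which 1 lost its call. For genes that lost it, the change cannot be told apart from this explanation, nor does the loss speak for it. A gene with a small share of the summed counts would lose its call whatever the cause of its change. In the *Kpna6* ΔIBB/ΔIBB and WT samples, *Hdac1* held 2.54% of the counts summed with its 85 copies over any shared stretch, and *Yars* 14.4% with its 17. For the 14 genes without any such copy the summing was no test.

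On chromosome 6, 19 genes between 120 and 140 Mb changed in *Kpna6*-/- testes, among them *Gprc5a*, *Grin2b* and *Gapdh*. The windows from 120 to 130 and from 130 to 140 Mb had the smallest adjusted P-values of 257 windows, 0.000646 and 0.0018 (Fisher's exact test, Benjamini-Hochberg). Of these 19 genes, 3 have near-identical copies, and all 3 lost their call when reads shared with them were summed, as did the only 1 with a copy matching over 0.5 of a transcript. For these the change cannot be told apart from this explanation. The loss itself does not speak for it where a gene holds few of the summed counts. *Rhno1*, for example, held 4.03% over any shared stretch in the *Kpna6* ΔIBB/ΔIBB and WT samples. For the 16 genes without any such copy the summing was no test. DNA on chromosome 6 that differs between the animals may explain the 19 genes, but the values hold no genotype and cannot decide it.

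In *Kpna6* ΔIBB/ΔIBB replicate 3, 20 genes were at least 10-fold above all other samples, against 0 or 1 in each other sample. This count restates the observation and tests no explanation of it. They include *Crisp1*, *Adam7*, *Defb22*, *Defb38* and *Pate1*, chosen after their values were seen. Tissue of the epididymis in that sample was tested with 10 markers listed before the data were examined. Their summed TPM was 372 against at most 293 in the other samples, a ratio of 1.27. Most of this sum comes from markers found in every sample, with at least 115 TPM, so it could hardly show such tissue, and the pattern cannot be told apart from this explanation. Of the 10 markers, 2 were among the 20 genes. Of 63 genes higher by an effect above 1, 53 kept their call without this sample and 10 lost it. The increase of *Spink8* also rested mainly on this sample.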

How the results depend on the processing

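For 128 results, the alternatives gave 1729 values, of which 1521 kept their direction and side of the threshold, 136 became weaker, 23 stronger, 23 counts moved by more than 1.5-fold and 26 were reversed. The cause was not tested for any of the changes below. The principal component result held under its 12 alternatives, and the gene count of *Kpna6* ΔIBB/ΔIBB against WT testes stayed between 5228 and 7742. Of the 6874 genes, 5653 were shared with scaling by library size only, under which 70% of the calls were higher, against 3327 of 6874 with TMM. The correlation between samples with the same replicate number was 0.032, -0.03 and 0.021, and the replicate block gave 6793 genes, of which 6510 were shared.

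By an effect above 1, *Kpna6* ΔIBB/ΔIBB against WT testes gave 250 genes without a filter, 33 with limma on log2(TPM + 1) and 404 on the log2 scale. An effect above 0.5 gave 620 with limma and 2295 on the log2 scale. Between the lines the counts were 217, 28 and 255. For *Kpna6*-/- against WT testes, an effect above 1 gave 120, 9 and 112, and 53 to 80 with a sample left out. An adjusted P-value below 0.05 was reached there by 466 genes with DESeq2, 624 without a filter, 70 with length-scaled TPM counts, 32 with limma, and 92 to 518 with a sample left out.

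With scaling by library size only, *Tnp2* had -0.164 and *Rfx2* 0.18. With limma, *Tnp2* had -0.142, *Prm1* -0.23, *Rfx2* 0.205 and *Kdm3a* 0.066. The log2 fold change of *Kpna6* in *Kpna6*-/- testes ranged from -0.382 to -0.057 with a sample left out. *Kpna7* had 0.013 with library size only and -0.237 to 0.008 with a sample left out, and *Kpna3* -0.023 to 0.068.

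With the correlation estimated, camera with Benjamini-Hochberg adjustment gave no adjusted P-value below 0.05 for the families cilium and flagellum (-0.202), extracellular matrix (0.299), lysosome (0.285), interferon-induced (0.326) and ribosomal proteins (0.078). The same held for the Sertoli cell (0.594), macrophage (0.441), peritubular and endothelial cell (0.281), round spermatid (-0.479) and elongating spermatid (-0.403) markers. The GAGE-type statistic lost ribosomal proteins (0.078), macrophage (0.441), peritubular and endothelial cell (0.281), round spermatid (-0.479) and elongating spermatid (-0.403). Fry gained spermatogonium (0.314), leptotene to zygotene spermatocyte (-0.077), pachytene spermatocyte (-0.134), epididymis (0.594) and seminal vesicle (1.449). Without a filter spermatogonium (0.315) and pachytene spermatocyte (-0.133) were gained.

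Reversed medians were 0.021 for leptotene to zygotene markers with library size only and -0.009 for Leydig cell markers with length-scaled TPM counts. In *Kpna6*-/- against WT testes the extracellular matrix family had -0.008 with the latter. Between the lines, ribosomal proteins had 0.089 with library size only and 0.006 with length-scaled TPM counts, leptotene to zygotene markers 0.062 with library size only, and seminal vesicle markers -0.328 without a filter.

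With a sample left out, medians in *Kpna6* ΔIBB/ΔIBB against WT testes ranged from -0.212 to 0.29 for Leydig cell, 0.21 to 0.329 for peritubular and endothelial cell, 0.231 to 0.376 for spermatogonium, -0.148 to -0.104 for pachytene spermatocyte and 0.572 to 1.096 for epididymis markers. In *Kpna6*-/- against WT testes they ranged from -0.008 to 0.02 for spermatid head and sheath, -0.034 to 0.035 for extracellular matrix, -0.012 to 0.106 for peritubular and endothelial cell, -0.076 to 0.02 for spermatogonium, -0.061 to 0.001 for leptotene to zygotene spermatocyte and -0.272 to 0.304 for epididymis. Between the lines they ranged from -0.012 to 0.008 for ribosomal proteins and -0.071 to 0.007 for leptotene to zygotene spermatocyte markers.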

Differences from the paper's values

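The paper reports 20 regulated genes between *Kpna6*-/- and WT testes, against 45 found here by the criterion of Fig. 9A. None of the 15 alternatives set before the data were examined closed the gap, and their counts ranged from 9 to 120. The paper's P-values come from the likelihood ratio test of sleuth and its effect sizes from the Wald test. Sleuth was not run here and is not among the alternatives, so the values compared in this part come from unlike tests. For *Kpna6* in *Kpna6* ΔIBB/ΔIBB testes the paper gives a P-value of 3e-05, and edgeR gave 1.84e-07. None of the 14 alternatives came within the set margin, a factor of 1.5, with values from 1.29e-16 to 1.39e-05. The paper's effect size for *Kpna6* is -1.51, against -1.24 here (standard error 0.106). With length-scaled TPM counts it was -1.54 and with limma on log2(TPM + 1) -1.41. Both lie within their own standard error of the paper's value, and the other 12 alternatives do not.

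The paper's adjusted P-value is 0.007 for *Tnp1*, and edgeR with Benjamini-Hochberg adjustment gave 0.00016. Limma on log2(TPM + 1) gave 0.00877, the 1 alternative of 14 that closed the gap. For *Tnp2* the paper gives 0.06 and edgeR with Benjamini-Hochberg adjustment 0.00903. Scaling by library size only gave 0.0591, the 1 alternative that closed it. For *Prm1* the paper gives 0.06 and edgeR with Benjamini-Hochberg adjustment 0.00714, and for *Prm2* 0.02 and 0.000646. No alternative closed the gap for *Prm1* (9.15e-05 to 0.138) or *Prm2* (1.84e-09 to 0.0408).

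Fig. 9A labels *Klf5* among the genes that are higher, whereas its log2 fold change here was -0.65 (adjusted P = 0.000515 from edgeR with Benjamini-Hochberg adjustment). Of 54 labels read by eye from that figure, 46 genes were tested and 45 had the direction shown. Without a filter on low counts, 52 had it.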

Other observations

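All tests in this part were chosen only after the results were seen, apart from those with near-identical sequences over 100 bases and the genes in the last paragraph.

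WT replicate 1 had the lowest *Kpna6* value of the WT samples. On a scale where the other WT samples lie at 0 and the *Kpna6* ΔIBB/ΔIBB samples at 1, it lay at 0.519 for *Kpna6*, and WT replicates 2 and 3 at -0.31 and -0.393. Changed genes within 10 Mb were examined first and had a median position of 0.265 in WT replicate 1, reached by 5.99% of 10000 random gene sets. The 11 within 1 Mb, examined afterwards and including *Kpna6* itself, had 0.516, reached by 0.31%. Changed genes farther away had a median of 0.2, so a shift of that sample over all changed genes is near the value within 10 Mb but does not account for the one within 1 Mb. A mutant *Kpna6* allele in that sample is a candidate explanation for the latter, but the pattern cannot be told apart from the 2 explanations acting together, and a mislabelled sample was not tested in any other way.

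The 6 gene families kept their direction in *Kpna6* ΔIBB/ΔIBB against WT testes after correction for GC content and gene length. In the order cilium and flagellum, spermatid head and sheath, extracellular matrix, lysosome, interferon-induced and ribosomal proteins, the medians corrected for GC content were -0.183, -0.411, 0.263, 0.31, 0.345 and 0.062. Corrected for gene length they were -0.211, -0.344, 0.282, 0.263, 0.304 and 0.109. With scaling by library size only the median of all genes was 0.107, against 0.009 with TMM, and relative to the former the families had -0.211, -0.369, 0.29, 0.275, 0.316 and 0.068. Such scaling moves all genes alike, so these relative values are no test of the direction. A shift common to all genes cannot lower some families and raise others at once. Over 13 alternatives, including library size only, the medians were at most -0.104 for cilium and flagellum and -0.262 for spermatid head and sheath. They were at least 0.245 for extracellular matrix, 0.249 for lysosome and 0.277 for interferon-induced genes. These values argue against scaling as the cause of the opposite directions of these families. The ribosomal proteins (0.062 to 0.175) moved too little to tell. With all 6 libraries thinned to the lowest total, 6704 genes had an adjusted P-value below 0.05 from edgeR with Benjamini-Hochberg adjustment, so the difference in depth did not account for the count of 6874.

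A lower share of germ cells could lower spermatid and raise somatic transcripts together in *Kpna6* ΔIBB/ΔIBB testes. The Sertoli cell markers had a median of 0.594, the macrophage markers 0.441 and the peritubular and endothelial cell markers 0.281, but the Leydig cell markers 0.01. The Leydig cell median ranged from -0.212 to 0.29 with a sample left out. In this line the paper counted fewer spermatocytes and round spermatids per tubule, and also fewer Sertoli cells. The higher Sertoli cell markers therefore do not stand for more Sertoli cells. Germ cell loss is known from these counts, but the RNAseq values alone cannot separate a lower share of germ cells from changes within cells.

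Among 4 splits that part all pairs with the same replicate number, the real split alone was as large for 19 of 20 results of *Kpna6* ΔIBB/ΔIBB against WT testes, and 4 splits were for the Leydig cell markers. For *Kpna6*-/- against WT testes it was alone for 8 of 19 results, 2 splits were as large for 7, 3 for 2 and 4 for 2. The remaining 6 of the 10 splits part fewer pairs. For *Kpna6*-/- against WT testes, 1 of these was as large for the ribosomal proteins and 1 for the round spermatid markers, both among the 8. The other splits of *Kpna6* ΔIBB/ΔIBB and WT samples gave 6 to 11 genes by an effect above 1 where all pairs were parted and 3 to 9 where fewer were, against 140 in the real split.

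*Hist2h2aa2* kept a change of 0.322 when reads shared with near-identical copies were summed, under both kinds of match, although the gene held 3.8% of the summed counts. Its own increase of at least 277-fold therefore rests on few of the counts of these copies. Summing the counts with those of near-identical copies removed the call of 5 of the 10 genes with the largest changes in *Kpna6* ΔIBB/ΔIBB testes. In *Kpna6*-/- testes it removed 7 of 10, under both kinds of match in each line. A gene with a small share of the summed counts would lose its call whatever the cause. The losses therefore do not show that shared reads made these changes.

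Genes that the paper measured by real-time PCR were compared in whole testes of *Kpna6* ΔIBB/ΔIBB and WT mice. Of the genes that the paper measured in whole testes, the log2 fold change was 0.59 for *Rhox5*, 0.52 for *Wt1*, 0.59 for *Clu*, 0.64 for *Gata1*, 0.56 for *Cldn11* and -0.76 for *Cldn3*. The paper found no significant difference for most of these and a marked decrease of *Cldn3*. Its real-time PCR was normalized to *Gapdh*, which had 0.49 in the RNAseq data, and less when near-identical sequences were summed. The RNAseq and real-time PCR values are therefore relative to different references and not directly comparable. Of those that it measured in isolated round spermatids, *Odf1* had -0.44, *Fhl5* -0.49, *Capza3* -0.50, *Meig1* -0.13 and *Kdm3a* -0.11. With limma on log2(TPM + 1), *Kdm3a* had 0.066 and *Meig1* -0.002. Other genes set beforehand, which the paper did not measure by real-time PCR according to its text, were *Vim* with 1.00, *Brwd1* -0.54 and *Crem* -0.45. *Brwd1* held 3.93% of the counts summed with its 7 near-identical copies over any shared stretch, and the sum had -0.14, while with matches over 0.5 of a transcript it had no copy. With limma on log2(TPM + 1), *Brwd1* had -0.259 with an adjusted P-value of 0.065 after Benjamini-Hochberg adjustment. Among the other *Kpna* genes, *Kpna1* had 0.42, *Kpna2* -0.10, *Kpna3* 0.04, *Kpna4* -0.11 and *Kpna7* -0.09, of which *Kpna2*, *Kpna3* and *Kpna7* had adjusted P-values of 0.0973, 0.684 and 0.711 from edgeR with Benjamini-Hochberg adjustment. *Kpna4* had 0.0499 by the same test and adjustment, which 2 of 14 alternatives kept below 0.05, and it had -0.014 with scaling by library size only.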
